# Gene expression profiles during early differentiation of mouse embryonic stem cells

**DOI:** 10.1186/1471-213X-9-5

**Published:** 2009-01-09

**Authors:** Fiona C Mansergh, Carl S Daly, Anna L Hurley, Michael A Wride, Susan M Hunter, Martin J Evans

## Abstract

**Background:**

Understanding the mechanisms controlling stem cell differentiation is the key to future advances in tissue and organ regeneration. Embryonic stem (ES) cell differentiation can be triggered by embryoid body (EB) formation, which involves ES cell aggregation in suspension. EB growth in the absence of leukaemia inhibitory factor (LIF) leads EBs to mimic early embryonic development, giving rise to markers representative of endoderm, mesoderm and ectoderm. Here, we have used microarrays to investigate differences in gene expression between 3 undifferentiated ES cell lines, and also between undifferentiated ES cells and Day 1–4 EBs

**Results:**

An initial array study identified 4 gene expression changes between 3 undifferentiated ES cell lines. Tissue culture conditions for ES differentiation were then optimized to give the maximum range of gene expression and growth. -Undifferentiated ES cells and EBs cultured with and without LIF at each day for 4 days were subjected to microarray analysis. -Differential expression of 23 genes was identified. 13 of these were also differentially regulated in a separate array comparison between undifferentiated ES cells and compartments of very early embryos. A high degree of inter-replicate variability was noted when confirming array results. Using a panel of marker genes, RNA amplification and RT-PCR, we examined expression pattern variation between individual -D4-Lif EBs. We found that individual EBs selected from the same dish were highly variable in gene expression profile.

**Conclusion:**

ES cell lines derived from different mouse strains and carrying different genetic modifications are almost invariant in gene expression profile under conditions used to maintain pluripotency. Tissue culture conditions that give the widest range of gene expression and maximise EB growth involve the use of 20% serum and starting cell numbers of 1000 per EB. 23 genes of importance to early development have been identified; more than half of these are also identified using similar studies, thus validating our results. EBs cultured in the same dish vary widely in terms of their gene expression (and hence, undoubtedly, in their future differentiation potential). This may explain some of the inherent variability in differentiation protocols that use EBs.

## Background

ES cells are derived from the inner cell masses of blastocysts and can contribute to all cell types of the embryo proper [1,2]. The combination of pluripotency and ease of genetic modification has given rise to the revolution in genetic analysis via the use of knockout mice. ES cell pluripotency has also been exploited *in vitro*; many different cell types can now be generated in culture. Human ES cell lines have been isolated; moreover, ES like cells (iPS cells) can be derived from human skin [3-6]. Therefore, *in vitro *differentiation protocols for human ES or iPS cells have huge therapeutic potential.

Many in vitro ES differentiation protocols rely on embryoid bodies (EBs); floating aggregates of ES cells which, when grown without LIF, mimic to some extent the early stage embryo, giving rise to precursors of a large number of tissues[7,8]. Early growth of EBs with LIF favours stem cell renewal and the differentiation of embryonic endoderm [9], while removal of LIF allows the generation of precursors representative of all three germ layers [10]. To date, protocols for deriving neural, haematopoietic, muscle, bone, pancreatic, hepatic and many other precursor and mature cell types from ES cells in culture [11-13] have been developed, many of which still use EBs as a starting point. EBs can be allowed to differentiate spontaneously from cell suspension or can be formed from a defined cell number using 'hanging drops'. Following aggregation, culture is often allowed to proceed spontaneously for 3–4 days, followed by the addition of factors that promote differentiation of specific precursor types; for example, retinoic acid may be added to promote neuronal specification [14,15], although, today, more efficient neural differentiation can be achieved in chemically defined medium or via adherent monoculture in the presence of FGF [16-18]. Subsequent growth, followed by disassociation and plating on adherent surfaces, permits the derivation of terminally differentiated cell types.

ES differentiation can provide abundant, partially synchronised sources of transient embryonic precursor types that are present only in very limiting quantities *in vivo*. Moreover, EBs represent a good model for examining the events of early embryogenesis, as the formation of a pro-amniotic cavity and the expression of markers of early differentiation, for example, are often mimicked by EBs [19]. However, final cell populations are usually heterogeneous, percentages of desired cell types arising often vary from one experimental replicate to another [14,15,10]. Reasons for this variation are not hard to identify; differentiation is sensitive to glucose concentration, serum quality, amino acids, growth factors, extracellular matrix proteins, pH, osmolarity, passage number and the identity of the ES cell line used [13]. The existence of ES cell derived chimeras and ensuing mouse lines demonstrates the ability of ES cells to differentiate into all adult cell types. However, we are at present unable to generate the full complement of adult cell types from ES cells *in vitro*. Greater understanding of gene expression during early differentiation may allow more precise direction of ES cell differentiation and will also widen understanding of early embryonic development.

Dissecting the events of early differentiation has been aided by the development of microarray technology, which allows the examination of global gene expression changes. We have used microarray technology to examine variation between 3 undifferentiated ES cell lines. We then optimised aggregation methods, EB size, and serum concentrations and carried out array analysis using day 1–4 EBs in the presence and absence of LIF. We identified 23 differentially regulated genes, some of which have known roles in early development. However, given lower than expected confirmation rates, and lack of reproducibility in stem cell derived arrays [20-22], we tested the replicability of gene expression patterns arising from individual EBs growing in the same culture, using RNA amplification. We found a high level of variation in gene expression patterns, even between EBs from the same culture dish. This variability may provide explanations for the difficulties involved in obtaining pure cultures of differentiated progeny from EB based protocols.

## Methods

### Tissue Culture and cell lines

This study utilised 3 ES cell lines, IMT11 (derived from 129 mice), HM1 (which is Hprt negative) and SMHBl6 (derived from C57Bl6/J mice). The IMT11 line was selected for all investigations involving differentiation, as it is not genetically modified and is better characterised than SMHBl6. IMT11 cells showed the highest percentage of diploid cells after karyotyping and have been tested for germline transmission.

1) Undifferentiated ES cells were maintained at 37°C in a humidified atmosphere with 5% CO_2 _on 0.1% gelatin in DMEM, with 2 mM L-glutamine, 50 U/ml penicillin, 50 μg/ml streptomycin (all from Gibco™, Invitrogen Ltd, Paisley, Renfrewshire, UK), 10^-4 ^M β-Mercaptoethanol (Merck KGaA, 64293 Darmstadt, Germany), 10^-3 ^U/ml murine LIF (ESGRO™, Invitrogen, Ltd, Paisley, Renfrewshire, UK), 10% FBS (foetal bovine serum) and 10% NBS (newborn bovine serum) (selected batches, PAA Laboratories GmbH, Linz, A-4020 Austria). All undifferentiated ES cell lines were karyotyped using standard protocols in order to test that the majority of cells showed a normal diploid chromosome number (40XY) prior to differentiation.

2) EB generation: a semi-confluent 100 mM dish of ES cells was trypsinized (0.25% trypsin/EDTA, Invitrogen), followed by trituration in additional ES medium to achieve a single cell suspension. ES medium was prepared as above for + LIF EBs, and without LIF for -LIF differentiations. Cells were counted using a haemocytometer and cell density was adjusted appropriately to the required number of cells per 10 μl. A multichannel pipette (Finnpipette 5–50 μl) was used to deposit approximately 200 10 μl drops on the floor of a 140 mm bacteriological dish (Sterilin). A smaller plate was filled with 1–2 mls PBS and placed in the lid of the bacteriological dish. The plate was inverted and incubated overnight to allow the EBs to aggregate. The following day dishes were righted and flooded with 20 mls of the appropriate differentiation medium, then grown in suspension culture until harvesting. EBs were formed by aggregation of 125, 250, 500, 750 and 1000 cells per 10 μl to determine optimal size. A 50% FCS, 50% NCS mix was prepared from ES batch tested serum samples (PAA), then added to serum free ES medium, at 0%, 5%, 10%, 15% and 20% final volumes. Hanging drops containing either 750 or 1000 cells were generated in order to test serum concentrations.

We also tested EBs that were allowed to aggregate randomly following dissociation. For brevity, we refer to these as "random EBs later in the text". Random aggregation gives rise to greater numbers of EBs per dish, that are of much more variable sizes and shapes than those generated using the "hanging drop" method. For random aggregation of EBs, 1 × 10^6 ^cells were suspended in 10 mls media in a 100 mm bacteriological dish and allowed to aggregate spontaneously. Serum quantities were varied as above. Photographs were taken of EBs at day 4 of differentiation without LIF, at varying sizes and serum concentrations and saved in .tif format. Photographs were analysed and EB diameters measured using Scion Image (Scion Corporation). Diameter measurements were used to calculate radius and volume.

### RNA extraction and amplification

1) For array analysis, undifferentiated ES cells were washed twice with DPBS-A, treated with trypsin-EDTA (Invitrogen Ltd., Paisley, UK) and counted. Appropriate cell numbers were pelleted by centrifugation at 1000 g. The QIAgen RNeasy™ Midi Kit (Qiagen Ltd., Crawley, Sussex, UK) was used according to the manufacturer's protocol for RNA extraction, followed by OD 260/280 spectrophotometry (Camspec, Cambridge, UK) and gel electrophoresis using dissociating conditions (NorthernMax™ buffers; Ambion, Huntingdon, UK), used according to the manufacturer's protocol, to check RNA concentration and integrity.

2) For RNA extraction from individual embryoid bodies, the mini RNA isolation kit (Zymo) was used, followed by amplification using the RNA amplification kit (Arcturus), both according to the manufacturer's protocol. Following quantification by UV spectrophotometer (Camspec), amplified RNA samples were DNase treated using the Turbo DNAfree kit (Ambion) and reverse transcribed using the random hexamer protocol of the Superscript First Strand Synthesis System for RT-PCR (Invitrogen). (Note, a nuclease step is included in the Arcturus kit to remove residual DNA, but is not entirely sufficient to ensure blank negative control lanes, hence the extra DNase step).

3) For RNA extraction followed by RT-PCR, embryoid bodies were spun down, washed with PBS, then spun down again. EBs were treated with 0.25% trypsin/EDTA and washed with PBS a second time when extracting RNA from larger Day 3–4 EBs 100 ul of EBs+ residual PBS was resuspended in 1 ml TRIzol (Invitrogen); samples were homogenized by pipetting up and down using a 1 ml micropipette. RNA was extracted according to the manufacturer's protocol, quantified, DNase treated and reverse transcribed as above, except that the oligo-dT supplied with the kit was spiked with a 1/10000 dilution of an 18S rRNA gene specific primer, in order to allow 18S rRNA (which doesn't have a poly A tail) to be used as a housekeeping control. Where starting RNA quantity was low, we tripled the amount of RNA used and therefore the reaction volumes per sample. RT reactions were diluted with nuclease free water (Ambion) to 50 ul before PCR analysis. A "no RT" control corresponding to each sample was also produced for all RT-PCR experiments described in this paper; these were treated in exactly the same way as the samples except that reverse transcriptase was not added.

4) For RNA extraction prior to array analysis, EBs were spun down, washed, and trypsinized as above. The QIAgen RNeasy™ Midi Kit (Qiagen Ltd., Crawley, Sussex, UK) was used according to the manufacturer's protocol for RNA extraction. RNA samples were quantified and checked for quality as described in 1) above.

### Cy labelling for array analysis

10 μg of total RNA was labelled with either Cy3 or Cy5 dyes using the CyScribe labelling system (GE Healthcare, Chalfont St. Giles, Bucks, UK), according to the manufacturer's protocol. 1 μl of labelled cDNA was combined with 2 ul 50% glycerol/50% TE mixture, run on a microscope slide sized, 1.5% agarose gel (mould manufactured in-house) and scanned using a GeneTac LS IV scanner (Genomic Solutions, Huntingdon, Cambs. UK). Control and experimental samples were then combined and prepared for hybridization.

### Hybridization

Array slides were incubated in prehybridization buffer for 1 hour at 42°C (50% formamide, 5 × SSC, 0.1% SDS, 1% BSA). Targets were dried down via vacuum centrifugation then resuspended in 50 μl hybe solution (49.9% de-ionised formamide, 49.9% 20 × SSC, 0.2% SDS) with added 1 μl Cot1 DNA and 1 μl poly A oligo as blocking agents, heated to 95°C for 5 minutes and then added to the face of one slide. The printed face of the second slide of the pair was then placed face to face with the first, using the same probe. Slide pairs were then placed in a humidified container and incubated for 24–48 hours at 42°C. Following hybridization, slides were washed once in Wash solution 1 (1× SSC, 2% SDS, filtered autoclaved ddH2O) for 20 minutes, then twice in Wash solution 2 (0.1× SSC, 0.2% SDS, filtered autoclaved distilled deionised H2O (ddH2O) for 20 minutes each. Slides were dipped in nuclease free filtered water, then spray dried, finally, the backs of the slides were cleaned with filtered autoclaved ddH2O, then wiped with 100% EtOH, then wiped dry and scanned.

### Scanning

Scans were carried out at 12.5 μm, using the averaging setting (GeneTac LSIV scanner, (Genomic Solutions, Cambridgeshire, UK)). It is possible to carry out quick draft scans using this scanner. Gain and black settings, which affect image intensity and background, were varied slightly in order to optimize the signal/noise ratio for each channel and each slide before proper scans were initiated.

### MIAME standards

In adherence with MIAME standards [23], all data sets have been submitted to the GEO database  and are fully MIAME compliant. Undifferentiated ES cell comparison data are described in GSE8625, while EB differentiation comparisons are described in GSE8766. The results from these experiments were compared with an array comparison (described elsewhere) between undifferentiated ES colonies and microdissected inner cell masses from embryonic day 3.5, 4.5, and delayed blastocysts and microdissected day 5.5 and day 6.5 embryonic ectoderm (GSE8881, [24]).

### Array Platforms

Undifferentiated ES cell array experiments (GSE8625) were carried out using NIA 15K slides printed in the Cardiff Microarray Facility. These consisted of 17136 spots, printed in 12 × 4 mini grids, each with 17 rows and 21 columns and are described more fully in GEO, platform accession number GPL5530. EB differentiation comparisons (GSE8766) were carried out using NIA 15K slides printed by the HGMP. These consist of 2 slides, 17280 spots per slide, including control spots, empties and landmarks. 2 duplicate spots are printed per slide for each clone. These slides are described more fully in GEO, platform accession number GPL5735. The array slides used for GSE8881 were also printed in Cardiff and contain 16128 spots, printed in 12 × 4 mini grids, each with 16 rows and 21 columns. The GEO platform accession number for these is GPL5771. Differences in spot number relate to differences in the number of landmarks and other controls printed; the core NIA 15K set is present on each of these platforms

### Experimental design, Image analysis

Undifferentiated ES cell arrays were carried out using samples from undifferentiated IMT11, SMHBL6.3 and HM1 ES cells. EB arrays were carried out using samples from Day0 (undifferentiated), Day1, Day2, Day3 and Day 4 differentiated EBs, generated in the presence and absence of LIF (9 samples in total). Each experimental sample was hybridized on a slide with a pooled control derived from an equal amount of all experimental samples. ES arrays were repeated 12 times (this print run contained no duplicate spots). EB arrays were repeated twice. Duplicate spots were present on each array, giving four repeats total for each gene. Scanned images were stored and filtered, then analysed using ImaGene™ 5.5 (BioDiscovery). This series of array experiments was carried out using the NIA15K set [25]. ESTs comprising this set were isolated from a variety of embryonic stages and tissues. Arrays were hybridised with fluor switching, in order to counteract any issues of dye bias that may have arisen from direct labelling.

### Microarray Analysis

Array analyses for GEO entries GSE8625 and GSE8766 were carried out similarly to work described previously [26,27]. Output files from ImaGene were saved and analysed in MS Excel spreadsheet format. Each channel from each repetition was normalised via division by the mean intensity value. These data were collated and formatted for Significance Analysis of Microarrays (SAM; ). Genes that showed a fold change of 2 or above and were statistically significant above a delta value of 0.5 (which denotes an error rate of 5%) were selected for further appraisal. SAM, however, has a disadvantage; all replicates have to be in the same order, precluding any data filtration. Hence, we supplemented SAM analysis with a second analysis method as follows:

Following normalisation, we used approximately 700 blank spots per slide to calculate a mean background value + 2 standard deviations of that background value, for each channel. Genes that fell below this cut-off in BOTH control and experimental channels were removed, along with genes with a fold change of < 2. This filtered gene list was compared with that from SAM; genes appearing as differentially regulated using both methods were deemed significant (fold change > 2, above background + 2 SD in at least one channel, delta value of 0.5).

Samples were compared with pooled controls; sets of 4 experimental replicates were also compared with normalised samples from each of the other experimental samples. A "master list" of genes from all analyses was generated (see Figures 1 and 2 (all confirmed genes) and Additional File 1 (all unconfirmed genes)).

**Figure 1:**
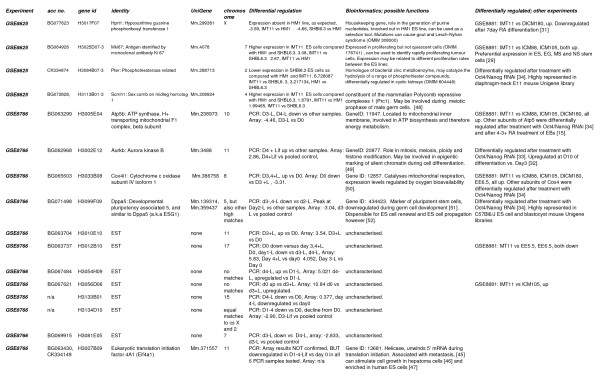
**Bioinformatic analysis of confirmed genes (part 1)**. From top left, columns are as follows: **Experiment**: this column indicates whether the gene confirmed is from the GSE8625 (undifferentiated ES cell lines) or GSE8766 (EB differentiation) gene lists. **Acc no**: GenBank accession number. **Gene ID**: the NIA clone ID, which is referred to in the NCBI nucleotide database as Gene ID. **Identity **refers to the official NCBI gene name to which the gene relates (where this is known). **UniGene**: refers to the UniGene cluster to which the EST has been assigned (where known). **Chromosome **indicates the mouse chromosome to which the EST maps. **Differential regulation **gives the nature of the expression change and the fold change derived from array analysis. Bioinformatics indicates possible functions related to differentiation obtained from searches of the NCBI database and the literature. **Differentially regulated:other experiments **describes if the EST/gene in question has been identified as differentially regulated in our own study of ES cells versus compartments of early embryos (GSE8881), and/or similar published work. Abbreviations associated with GSE8881: IMT11: undifferentiated IMT11 ES cells. ICM88 and ICM105 = blastocyst inner cell mass, 88 hours post coitum, 105 hours post coitum. DICM136, DICM180 = delayed blastocyst inner cell mass, 136 hours post coitum, 180 hours post coitum. EE5.5, EE6.5 = embryonic ectoderm, 5.5 and 6.5 days post coitum. For methods and more detailed descriptions of this experiment, see GEO, GSE8881, [24].

**Figure 2:**
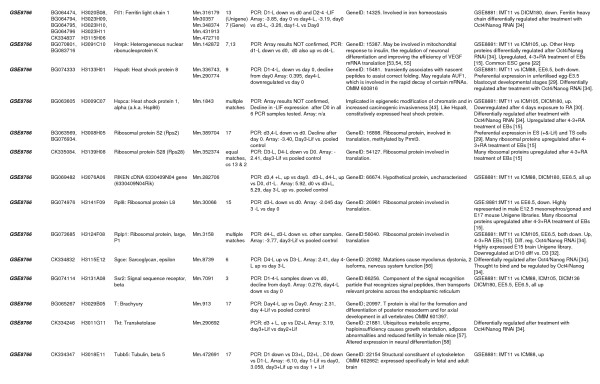
**Bioinformatic analysis of confirmed genes (part 2)**. From top left, columns are as follows: **Experiment**: this column indicates whether the gene confirmed is from the GSE8625 (undifferentiated ES cell lines) or GSE8766 (EB differentiation) gene lists. **Acc no**: GenBank accession number. **Gene ID**: the NIA clone ID, which is referred to in the NCBI nucleotide database as Gene ID. **Identity **refers to the official NCBI gene name to which the gene relates (where this is known). **UniGene**: refers to the UniGene cluster to which the EST has been assigned (where known). **Chromosome **indicates the mouse chromosome to which the EST maps. **Differential regulation **gives the nature of the expression change and the fold change derived from array analysis. Bioinformatics indicates possible functions related to differentiation obtained from searches of the NCBI database and the literature. **Differentially regulated:other experiments **describes if the EST/gene in question has been identified as differentially regulated in our own study of ES cells versus compartments of early embryos (GSE8881), and/or similar published work. Abbreviations associated with GSE8881: IMT11: undifferentiated IMT11 ES cells. ICM88 and ICM105 = blastocyst inner cell mass, 88 hours post coitum, 105 hours post coitum. DICM136, DICM180 = delayed blastocyst inner cell mass, 136 hours post coitum, 180 hours post coitum. EE5.5, EE6.5 = embryonic ectoderm, 5.5 and 6.5 days post coitum. For methods and more detailed descriptions of this experiment, see GEO, GSE8881, [24].

### Primer design

Significant ESTs were subjected to bioinformatic analysis via BLAST against the mouse genome, and, where available, against the reference sequence from the UniGene cluster to which they belonged. ESTs with sequences too short or too poor for primer design were rejected at this stage. Adequate EST sequences were used for primer design with Primer3 [28]), using sequence that matched the genome and/or RefSeq sequence. This analysis was carried out in order to rule out primer mismatches due to areas of erroneous first pass sequence. Primer sequences are given in Table 1.

**Table 1:** Primer sequences.

A) Marker/Housekeeping genes (note: Brachyury, Beta-actin, Hprt and Gapdh also came up in the arrays)		
Gene	Primer sequence	PCR fragment size (bp)

Oct4 F	GAGCACGAGTGGAAAGCAAC	521
Oct4 R	CGCCGGTTACAGAACCATAC	
NANOG F	TTACAAGGGTCTGCTACTGAGATG	431
NANOG R	GCAATGGATGCTGGGATACT	
**18Smm **F	GTAACCCGTTGAACCCCATT	150
**18Smm **R	CCATCCAATCGGTAGTAGCG	
GscF	CAGATGCTGCCCTACATGAAC	157
GscR	TCTGGGTACTTCGTCTCCTGG	
Fgf5 F	TGTGTCTCAGGGGATTGTAGG	136
Fgf5 R	AGCTGTTTTCTTGGAATCTCTCC	
KDR F	TTTGGCAAATACAACCCTTCAGA	112
KDR R	GCAGAAGATACTGTCACCACC	
Hprt F	CACGGACTAGAACACCTGC	229
Hprt R	GCTGGTGAAAAGGACCTCT	
Brachyury F	CATGTACTCTTTCTTGCTGG	312
Brachyury R	GGTCTCGGGAAAGCAGTGGC	
GATA4 F	CCCTACCCAGCCTACATGG	138
GATA4 R	ACATATCGAGATTGGGGTGTCT	
Rex1 F	CGTGTAACATACACCATCCG	128
Rex1 R	GAAATCCTCTTCCAGAATGG	
Nestin F	CCGCTTCCGCTGGGTCACTGT	227
Nestin R	CTGAGCAGCTGGTTCTGCTCCT	
NodalF	TTCAAGCCTGTTGGGCTCTAC	162
Nodal R	TCCGGTCACGTCCACATCTT	
GapdhF:	ACCACAGTCCATGCCATCAC	432
Gapdh R:	TCCACCACCCTGTTGCTGTA	
B-actinF:	CGTGGGCCGCCCTAGGCACCA	242
B-actin R:	TTGGCCTTAGGGTTCAGGGGG	
		
B) Primers, Confirmed and interesting genes:		

GSE8766		

Gene	Primer sequence	PCR fragment size (bp)

Aur F	AAATTGAAAGGAATCAGACTAGA	147
Aur R	GACCACTGTCTGTAACACCC	
Atp5b F	CCTGCATGGAAGGAAACCTG	238
Atp5b R	GTCACATGGGGAAGCTGGTG	
HnrpkF:	CCCCAACCCTGTTTGTAAGG	293
HnrpkR:	GGACCAGATACAGAACGCACA	
Dppa5F:	TCGGAGACACAAGGACTGGA	269
Dppa5R:	CCCACAGGGATCTCGAATGTC	
SgceF:	TGTCACGGTATTTGGTTCTCAA	170
SgceR:	CGCAGACTACAGGTAAATGGTA	
Rplp1F:	ACCGAAGCCCATGTCATCTT	211
Rplp1R:	CTTTCTGGCCTGGCTTGTTT	
Ssr2F:	TGGTTGAGTTCGGGGTAAGA	274
Ssr2R:	AGCGGGAGTTTGACAGGAGA	
**Hspa8F**:	GGGTTGCAGACTTTCTCCAGT	239
**Hspa8R**:	AAGGCTGAGGATGAGAAGCA	
Eif4a1 F:	CATCCAGCAGCGAGCTATTC	271
Eif4a1R:	CAGCTTCTGCACCTCAGCAC	
Rpl8 F:	CTCCAAAGGGATGCTCCACA	238
Rpl8R:	GCCACAGTCATCTCCCACAA	
Hspca1F:	ATCTGCACCAGCCTGCAAAG	176
Hspca1R:	AACTGGACTCGGGGAAGGAG	
BG063704 F:	GAACTCCAGACCTCCAGACCA	184
BG063704 R:	TTGCTTTGGGCAACAACTGA	
Rps2F:	TACCTGTTCTCCCTGCCCATT	180
Rps2R:	AACACCAAGACCAACGTGACC	
BG069915F:	GGAGTATGGAACGACCCTCTCA	201
BG069915R:	GAGCAGTGATTCTCAACCTTGC	
BG067484F:	GCCTCGATCAGAAGGACTTG	193
BG067484R:	GACCCGCTGAATTTAAGCAT	
BG067621F:	GCTCCCAAGATCCAACTACGA	257
BG067621R:	AGCCTGAGAAACGGCTACCA	
Cox4i1F:	CGCAGTGAAGCCAATGAAGA	246
Cox4i1R:	GCTTTCCCCACTTACGCTGA	
Ftl1F:	GCTGCCTAGTGGCTTGAGAGG	216
Ftl1R:	ATGGGCAACCATCTGACCAA	
TktF:	TATGGACTGGCCCTCGCTAA	286
TktR:	GGGAGCCACAGAGGTTGATG	
**BG063737F:**	GACGAGCACACAGGGAAACC	300
**BG063737R**;	GGAGAGAAGGAGGGGCAAGA	
BG069482F:	CCCTCGGATACCTGATGCTG	167
BG069482R:	TGAGAAATGACGGAGCCTTG	
Tubb5F:	TGGGAGGTGATAAGCGATGAA	257
Tubb5R:	GGCCTTTAGCCCAGTTGTTG	
Rps28 F:	CAGGTGCGAGTGGAATTCATG	198
Rps28 R:	TGCTTTATTTAACAGTTGCAGATCA	
H3133B01F:	CAGCCATTCAGCAAAGGAGA	283
H3133B01R:	TCTTGGGCAGGGTCTGTAGG	
H3134D10 F:	GCTCGGCTGTGTCAAGATGAAG	227
H3134D10 R:	CATGGGTCAGAACACCTTGCTT	
		
GSE8625:		

Mki67F:	CCTTGGCTTAGGTTCACTGTCC	250
Mki67R:	TGCAGAATCCAGATGATGGAGC	
PterF;	CATGTCCCACCTTGACAGGAC	245
PterR;	CCGTACTTCATCAACCGATGC	
Scmh1F:	GGACCCAGTGTAGGAAGAGAGACC	206
Scmh1R:	ATTGCTTCTGGCGTTTGGAC	

Primers in bold were also used for Q-PCR.

### Bioinformatic analysis

Bioinformatic analysis of confirmed genes was also carried out in order to identify putative function in differentiation. Accession numbers were used to comprehensively search the NCBI databases . Data compiled from various NCBI databases (UniGene, Homologene, OMIM, LocusLink, PubMed etc.) are shown in Figures 1 and 2. Selected marker genes were chosen on the basis of a known role in maintenance of pluripotency, or early development, or because they are well known housekeeping genes. Primers were designed for these from the appropriate reference sequence, using Primer3 as above. Datasets derived from ES cell differentiation subtractive EST library studies [15,29] or microarrays [30-38] were also searched for the presence of the genes we confirmed in this study (Figures 1 and 2).

### RT PCR array confirmations

We used semi-quantitative RT-PCR to confirm differentially regulated genes. As most significant genes appeared to be differentially regulated at various different stages of differentiation, we tested all genes against Day 0, and Day1–4 EBs, + and - LIF. Three biological replicates of 1000 cell Day 1–4 EBs and 3 replicates of 750 cell EBs (+ and - LIF) were used for confirmations, including No RT controls. In order to be deemed confirmed, we asked that a gene demonstrate a consistent expression pattern in at least 4 out of 6 PCR tests. The number of cycles required for minimum visibility was identified and PCRs were optimised at the Tm indicated for each primer pair, such that only single bands appeared. PCR bands obtained for housekeeping controls were of even intensity at minimum visibility cycles before testing other genes. PCRs were carried out in 20 μl volumes using 0.025 μmol of each dNTP (Invitrogen) and 1 unit Taq DNA polymerase (Sigma) per reaction. PCRs were usually carried out using PCR buffer (Sigma) containing 15 mM MgCl_2 _although magnesium concentrations, along with annealing temperature and cycle number, were varied where necessary in order to optimise results. Final PCR conditions are indicated for each gene in the appropriate figures (see Results). Primer sequences are given for all genes tested in Table 1 and Additional File 1. In order to confirm that semi-quantitative PCR was indeed representative of expression pattern changes, we studied the expression patterns of two confirmed genes, Hspa8 and BG063737, by quantitative PCR. Expression pattern changes achieved by q-PCR were very similar to the methods described above. Methods and results are given in Additional File 2[39].

## Results

### Undifferentiated ES cell arrays

We studied expression differences between 3 ES cell lines, IMT11 (derived from 129 mice), HM1 (which is Hprt negative) and SMHBl6 (derived from C57Bl6/J mice) (GEO, GSE8625). 21 genes, including Hprt, were identified from the arrays as possibly differentially regulated, four were confirmed by RT-PCR; Hprt, Mki67, Pter and Scmh1 (see Figure 3). Hprt was not expressed in HM1 cells, as expected. Mki67 and Scmh1 were upregulated in IMT11 cells, while Pter was downregulated in SHBl6.3 cells.

**Figure 3:**
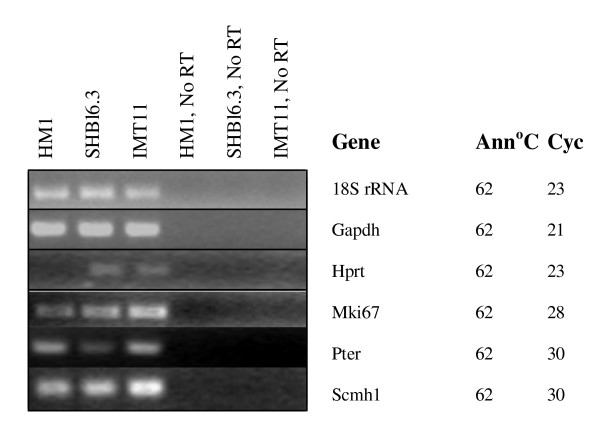
**Genes confirmed as differentially regulated between the 3 different undifferentiated ES cell lines, HM1, SHBl6.3 and IMT11**. Ann = PCR annealing temperature, Cyc = number of PCR cycles used. Beta-actin was not used as a housekeeping control as the arrays noted it as variable. It was variable, but the variation in expression patterns between repeats was very high, such that array results for this gene could not be confirmed. 4 genes were confirmed; Mki67 and Scmh1 showed highest expression in IMT11 cells, Pter showed lower expression in SHBl6.3 cells than in the other two lines, while Hprt expression was absent from HM1 cells as expected.

### Optimisation of embryoid body differentiation

IMT11 ES cells were used to generate EBs of 125, 250, 500, 750 and 1000 cells via hanging drops, using ES medium - LIF and 20% serum (FBS + NBS). An upper limit of 1000 cells was chosen as we often observed substantial interior necrosis and RNA degradation in larger EBs by Day 4 of differentiation. Analysis of EB size measured at day 4 shows little variation in diameter between EBs initiated with a cell number of 500 or greater; size constraints may begin to apply once a certain diameter is reached (Figures 4a + b). RT-PCR showed that 125–500 cell EBs failed to show expression of genes such as *brachyury *by Day 4. Furthermore, the amounts of RNA retrieved were insufficient for array analysis at Days 1 and 2 (results not shown). 750 and 1000 cell EBs showed expression of markers of all 3 germ layers (see below), and gave a better RNA yield at days 1 and 2.

**Figure 4:**
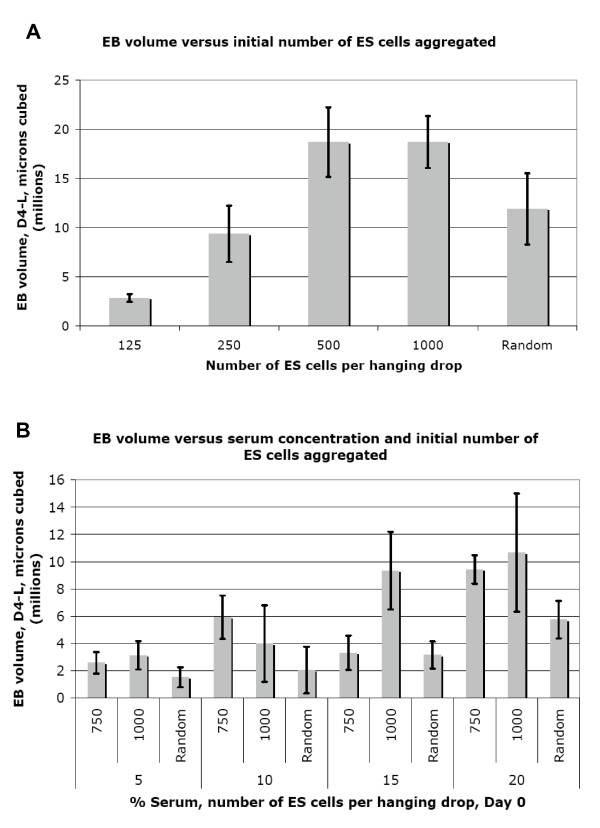
**(a) Diameter of EBs at Day 4-LIF plotted against the initial number of cells aggregated via hanging drop on Day 0 b) Diameter of EBs at Day 4-LIF plotted against the serum concentration in the differentiation medium and initial number of cells aggregated via hanging drop on Day 0**.

Higher serum concentrations are known to promote maintenance of pluripotency in cultures of undifferentiated ES cells, and also provide more nutrients and pH stability to the medium. We generated random, 750 cell and 1000 cell EBs in ES media without LIF, containing 0, 5, 10, 15 and 20% serum (1:1 mix of FBS + NBS). EBs cultured with no serum were dead after 24 hours and are therefore not shown in data analysis. Measurements of EB diameter showed that 20% serum promoted the largest EBs at Day 4 for 750 cell and randomly generated EBs, while 1000 cell EBs reached similar sizes with 15% and 20% serum concentrations (Figure 4b). RNA was extracted at days 1–4 of differentiation and analysed by RT PCR. Results are shown in Figures 5, 6 and 7. The greatest range of gene expression was noted on days 3–4 in concentrations of 15–20% serum (Figures 5, 6 and 7). Moreover, Fgf5 was only expressed in EBs with a starting size of 1000C. One should note that the higher serum concentrations also promote the maintenance within the EB of undifferentiated cells; the expressions of markers of pluripotency such as Oct4, Nanog and Rex1 diminish at Day 4 in 5% serum, but maintain and even increase expression levels at 15–20% serum. Given more varied gene expression profiles (suggesting that a greater range of cell types could be obtained eventually from such a protocol over time), size and greater RNA yield, we decided to use 1000 cell EBs grown in 20% serum for our subsequent array experiments.

**Figure 5:**
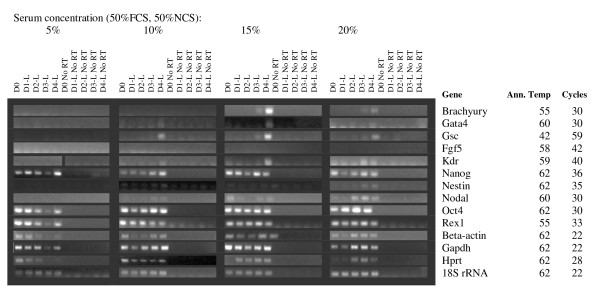
**RT-PCR of key marker genes (involved in maintenance of pluripotency or early development) and housekeeping controls at varying medium serum concentrations**. Starting size 750 cells. **Marker Genes:** Oct4, Rex1 and Nanog are markers of ES cell pluripotency, Beta-actin, Gapdh, Hprt and 18S rRNA are commonly used housekeeping genes; however, we have found that the first 3 vary unpredictably in expression during differentiation. Brachyury and nestin are markers of early mesodermal and neurectodermal differentiation respectively; Nestin is considered a CNS stem cell marker. Goosecoid is a marker of the Spemann organizer and gastrulation. Gata 4 is expressed in yolk sac endoderm and during heart formation. Nodal is expressed during gastrulation and is involved in anterior-posterior and visceral endodermal patterning. Kdr (a.k.a. Flk1, VegfR) is exclusively expressed in endothelial cells and defines multipotent haematopoietic stem cells. Fgf 5 is a marker of primitive ectoderm.

**Figure 6:**
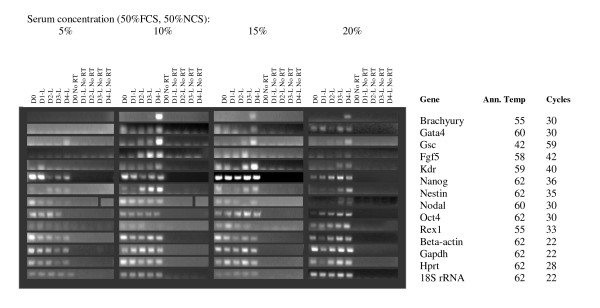
**RT-PCR of key marker genes (involved in maintenance of pluripotency or early development) and housekeeping controls at varying medium serum concentrations**. Starting size 1000 cells. **Marker Genes:** Oct4, Rex1 and Nanog are markers of ES cell pluripotency, Beta-actin, Gapdh, Hprt and 18S rRNA are commonly used housekeeping genes; however, we have found that the first 3 vary unpredictably in expression during differentiation. Brachyury and nestin are markers of early mesodermal and neurectodermal differentiation respectively; Nestin is considered a CNS stem cell marker. Goosecoid is a marker of the Spemann organizer and gastrulation. Gata 4 is expressed in yolk sac endoderm and during heart formation. Nodal is expressed during gastrulation and is involved in anterior-posterior and visceral endodermal patterning. Kdr (a.k.a. Flk1, VegfR) is exclusively expressed in endothelial cells and defines multipotent haematopoietic stem cells. Fgf 5 is a marker of primitive ectoderm.

**Figure 7:**
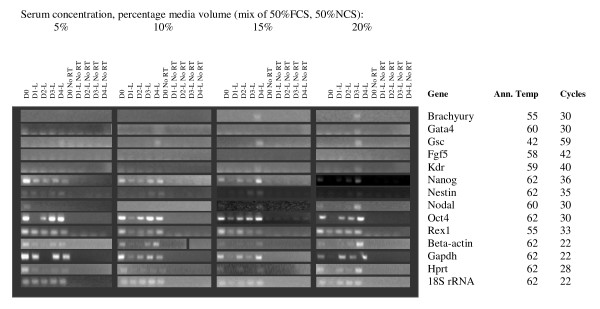
**RT-PCR of key marker genes (involved in maintenance of pluripotency or early development) and housekeeping controls at varying medium serum concentrations**. EBs formed via random aggregation. **Marker Genes:** Oct4, Rex1 and Nanog are markers of ES cell pluripotency, Beta-actin, Gapdh, Hprt and 18S rRNA are commonly used housekeeping genes; however, we have found that the first 3 vary unpredictably in expression during differentiation. Brachyury and nestin are markers of early mesodermal and neurectodermal differentiation respectively; Nestin is considered a CNS stem cell marker. Goosecoid is a marker of the Spemann organizer and gastrulation. Gata 4 is expressed in yolk sac endoderm and during heart formation. Nodal is expressed during gastrulation and is involved in anterior-posterior and visceral endodermal patterning. Kdr (a.k.a. Flk1, VegfR) is exclusively expressed in endothelial cells and defines multipotent haematopoietic stem cells. Fgf 5 is a marker of primitive ectoderm.

### Array analysis

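The EB array experiment was re-analysed from 18 arrays, 2 for each of 9 conditions. The conditions were undifferentiated IMT11 ES cells (D0) and EBs of 1000 cells at Days 1, 2, 3 and 4, grown without LIF (D1-LIF to D4-LIF) or with LIF (D1+LIF to D4+LIF). LIF is the cytokine that holds mouse ES cells in the undifferentiated state. Each array set a sample against the pooled control, with the sample in Cy3 on 1 array of a condition and in Cy5 on the other. The paper describes the pool as made from all samples, while the labels name only EBs of Days 1 to 4, so whether it held D0 is unclear. The NIA 15K cDNA set was printed on 2 slides of 17280 spots each, with duplicate spots, which gave 17280 clones (control and blank spots are not marked in the probe table and are included). Of these clones, 9866 carried 1 gene symbol, 274 carried several and 7140 carried none. Only clones with 1 symbol were given a gene name, apart from ESTs that the paper names. The authors divided each channel by its mean intensity, and the deposited values are 1 ratio per spot and array. They were taken to log2, the duplicate spots of a clone were averaged and each array was centred on its median. Limma was fitted to the 10105 clones with a value on every array, with 9 condition means and a dye term. Clones of a gene were averaged for the fit at gene level, which covered 4796 genes. An adjusted p under 0.05 (Benjamini-Hochberg) counted as a change. The direction of the ratios is not stated. Across clones the 2 arrays of a condition had a mean correlation of -0.09, while arrays of different conditions had one of 0.35 among the Cy3 arrays and 0.70 among the Cy5 arrays, so the dye moved the values more than the condition did and neither of the first conditions fixed for the direction was met. Where the signs that the study prints did not settle it either, only sizes were to be given. Sample over pool was kept as the likely direction, a judgement made after seeing the data, because the labels name the sample first and 14 of the 15 comparisons that the study prints for its genes had the same sign on both arrays. Of all 15, 10 had the study's sign, against 7 with the Cy3 arrays turned, and so had 6 of the 6 that passed the test and 8 of the 11 that passed when adjusted over the list alone. Turned, the same comparisons gave 4 and 6, and 0 of the 15 passed the test. The passing comparisons were picked under sample over pool, which favours that reading in these counts. Every sign therefore rests on this reading of the direction. The labels state that there were 2 sets of RNA and EB cultures with a different RNA for each array, but not which set went with which dye, so the dye term may also take up a difference between the sets.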

Array results from Day 1–4 EBs, grown in both the presence and the absence of LIF, were compared at all stages with the pooled control (equal amounts of Day 0–4 ES cells + EBs, both with and without LIF), and also with each other, when analysing the arrays. 

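Few named genes stood at least 2-fold from the pooled control in every duplicate spot of both arrays of a condition, and most of those were below it. Dppa5a, a gene of undifferentiated ES cells, was below the pool in D3-LIF and D4-LIF. Ribosomal protein genes made up many of the others in D3-LIF, among them Rps2, Rpsa, Rps18, Rps15, Rps16, Rpl10, Rpl15, Rpl27a and Fau. Ftl1, the light chain of the iron store ferritin, was below the pool in D1-LIF, D3-LIF and D3+LIF, and Gapdh in D1-LIF. In the limma fit Dppa5a, Rps2 and Ftl1 lay below the pool in all 9 conditions, at -0.22, -0.23 and -0.10 in D0. A pool of these samples would not lie above all of them, so no fall specific to a day can be read from these distances. The uncharacterised EST BG069482 was above the pool in 6 conditions. In all, 49 clones met this criterion, 8 above and 41 below the pool, 35 of them in D3-LIF, and they held 20 named genes. With the sign of the Cy3 arrays turned, 334 clones met it, 0 above and 334 below the pool, 13 of them in D3-LIF, so the sides rest on the direction of the ratios. The criterion carries no test, and the background filter of the study needs the channel intensities, which were not used here. Against D0, limma called 505 clones lower in D1-LIF, 234 in D3-LIF, 197 in D3+LIF and 225 in D4+LIF, where 3 clones were higher. In D4+LIF the named genes with the largest fall were Rps3a1, at a log2 change of -2.82 (standard error 0.50, adjusted p = 0.0206), Rpl10a, Mkrn1, Rpl31, Rpl10, Eef1a1, Rpsa, Rpl22, Rps13 and Naca, the last at -2.44. Most of these encode ribosomal proteins, and Eef1a1 is a translation elongation factor. With the sign of the Cy3 arrays turned, limma called 0 clones in these 4 comparisons (477, 252, 429 and 2003 at an unadjusted p under 0.05), and the 10 genes lay between -1.30 for Rpl22 and 0.20 for Rps3a1, in another order. In the linear trend over D0 to D4 with LIF, 157 clones fell and 1 rose, with Eef1a1 at a log2 change of -0.61 per day. With the sign of the Cy3 arrays turned, 0 clones were called in this trend. Its count also moved widely when 1 array was left out, while Eef1a1 then lay between -0.71 and -0.52 per day. Limma called 0 clones in D2-LIF, D4-LIF, D1+LIF and D2+LIF, where 568, 768, 1378 and 949 clones had an unadjusted p under 0.05 and SAM at a delta of 0.5 and at least 2-fold called 0, 13, 644 and 4447. SAM called 4465 clones in D1-LIF, 4711 in D3-LIF, 4460 in D3+LIF and 4357 in D4+LIF, most of them higher, but on the clones of slide 2 alone, a choice made after seeing the data, it called 2, 55, 0 and 445. On the D0 array in Cy3, the median log2 ratio was -2.75 on slide 1 and -0.31 on slide 2. The median of all tested clones itself lay between -0.23 in D1-LIF and 0.23 in D4+LIF, and with arrays centred on the tested clones the 505, 234 and 197 clones of D1-LIF, D3-LIF and D3+LIF became 57, 7 and 48. With arrays scaled to equal MAD (median absolute deviation), with quantile normalization or with no dye term, 0 clones remained in each of these 4 comparisons. These settings left 0 in the trend with LIF, and so did the values as deposited. As deposited, 3440 of the 3650 clones called in D4+LIF were higher. Without the Cy3 array of D0 the 4 counts were 78, 0, 0 and 3, and without its Cy5 array 1047, 798, 811 and 643. Leaving out an array of the day itself gave 0 in D1-LIF for either array, 0 (Cy3) and 153 (Cy5) in D3-LIF, 1 (Cy3) and 0 (Cy5) in D3+LIF, and 3990 (Cy3) and 0 (Cy5) in D4+LIF.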

128 ESTs selected for follow-up were differentially regulated in all 4 repeats and were statistically significant according to SAM. 

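Of the clones lower than in D0 in D1-LIF, D3-LIF, D3+LIF or D4+LIF, 544 in all, 310 were lower in at least 2 of these conditions and 111 in all 4. D1-LIF and D3-LIF shared 224 clones, where the product of their 505 and 234 calls over the 10105 clones gives 11.7. D3-LIF and D3+LIF shared 148 of their 234 and 197 clones, against 4.56, and D3+LIF and D4+LIF shared 132, against 4.39. All these comparisons use the same 2 arrays of D0. In 20 simulated data sets with no differences between conditions, where the test itself called almost no clones, equal numbers of clones with the smallest p below 0, a choice made after seeing the data, shared 83.2, 50 and 47.8 on average in these 3 pairs. The simulated changes of D1-LIF and D3-LIF correlated across clones with r = 0.50 (covariance 0.113), and the measured ones with r = 0.89 (covariance 0.344). The measured arrays differ in spread. Over the tested clones the standard deviation was 0.97 for D0 in Cy3, against 0.17 to 0.35 for the other Cy3 arrays. In Cy5 it was 0.37 for D0, against 0.55 to 1.27. The simulated values therefore need not be what the shared D0 arrays alone would give. With 1 comparison taken between the Cy3 arrays and the other between the Cy5 arrays, a choice made after seeing the data, no array is shared, and the r of D1-LIF and D3-LIF was 0.32 (covariance 0.134) or, with the dyes exchanged, 0.12 (covariance 0.0818). Over the 6 pairs of these conditions it lay between 0.030 and 0.32. Each such r sets Cy3 arrays against Cy5 arrays, so turning the Cy3 arrays reverses its sign, which thus rests on the direction of the ratios. Each also rests on 1 array of D0, and the calls cannot be made with the dyes split. Part or all of the excess of shared clones may come from the shared D0 arrays. Clones are not independent replicates. Against the pooled control, which all 9 conditions share, 13 of the 49 clones at least 2-fold away in every repeat met the criterion in more than 1 condition, a count for which no value without differences was computed. Named genes among them were Fau, Rps18 and Rpsa, which are ribosomal protein genes, Ftl1, Dppa5a and BG069482.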

Many ESTs were differentially regulated in more than one comparison. Removal of redundancy (more than one EST mapping to different parts of the same gene) and elimination of those ESTs where sequence quality was insufficient for primer design resulted in a master list of 104 genes. Notably, beta-actin and Gapdh were differentially regulated, so 18S rRNA was used as a housekeeping gene instead.

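Gapdh, the glycolytic enzyme, fell against D0 in D1-LIF by a log2 change of -3.15 (standard error 0.54, adjusted p = 0.0115) and in D3-LIF by one of -2.63 (standard error 0.54, adjusted p = 0.0314), each from 2 arrays against 2. On the other days its log2 values lay between -2.49 in D1+LIF and -1.15 in D4-LIF and did not pass the test. Actb, which encodes the cytoskeletal protein beta-actin, passed in none of the 8 conditions, with log2 values from -1.57 (standard error 0.47, adjusted p = 0.0740) in D1-LIF to -0.30 in D1+LIF. Its 8 clones ranged from -3.23 to 0.20 in D1-LIF. Hprt, which the study also used for comparison, fell in D1-LIF, at -1.59 (standard error 0.37, adjusted p = 0.0360). As deposited, without centring, the median of all genes moved to between 0.08 in D2-LIF and 0.72 in D4+LIF. With arrays scaled to equal MAD and with quantile normalization, none of Gapdh, Actb and Hprt passed the test in any condition, and Gapdh in D1-LIF stood at -2.03 and -2.54. Scaling to equal MAD turned the sign of Gapdh in D4+LIF (0.16), of Actb in D4-LIF (0.22), D1+LIF (0.96), D2+LIF (0.40) and D4+LIF (0.52) and of Hprt in D2-LIF (0.26), D4-LIF (0.20), D1+LIF (0.42), D2+LIF (0.50) and D4+LIF (0.51), quantile normalization that of Actb in D2-LIF (0.15), D4-LIF (0.12), D1+LIF (0.21) and D4+LIF (0.043) and Hprt in D2-LIF (0.43), D4-LIF (0.052) and D1+LIF (0.017), and no centring that of Actb in D1+LIF (0.20). Leaving out 1 array, the calls of Gapdh and Hprt held only without the Cy5 array of D0, while Gapdh kept values from -3.29 to -2.28 and Hprt was at -0.90 without the Cy3 array of D0 and -2.29 without its Cy5 array. With the Cy3 arrays turned, Gapdh in D1-LIF and D3-LIF was at 0.13 and 0.32 and Hprt in D1-LIF at 0.62, and none of the 3 genes passed.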

Given problems with reproducibility that have been noted with stem cell arrays [20-22], RT-PCRs were carried out on 3 sets each of 1000 cell and 750 cell EB samples; differentially regulated genes showed a reproducible expression pattern change in at least 4/6 samples. 18 genes were differentially regulated in -LIF samples; a further 8 were differentially regulated in + LIF samples. 3 genes appeared in both datasets (Tubb5 and 2 uncharacterised genes; BG063737 and BG069482, see Figures 8 and 9 and Figures 1 and 2). None of these 23 genes appeared in the list of 3 that were differentially regulated between different undifferentiated ES cell lines (GSE8625). A further 3 genes did not show the exact expression patterns predicted by the array, but were dramatically downregulated on induction of differentiation and are therefore also presented in Figure 8. This gave a total of 26 genes we deemed differentially regulated during ES cell differentiation. Q-PCR analysis of two confirmed genes, Hspa8 and BG063737, gave very similar results to semi-quantitative PCR (Additional File 2).

**Figure 8:**
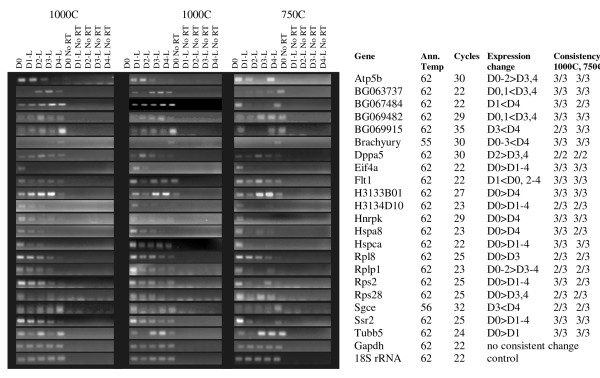
**Confirmed genes, up- or down-regulated during differentiation without LIF**. Ann temp = PCR annealing temperature, Cycles = number of PCR cycles used. Expression change marks the direction of expression changes as shown by RT-PCR. Consistency 1000C, 750C refers to the number of replicates out of three that show the same change (always at least 2), this information is given as space constraints prevent showing all.

**Figure 9:**
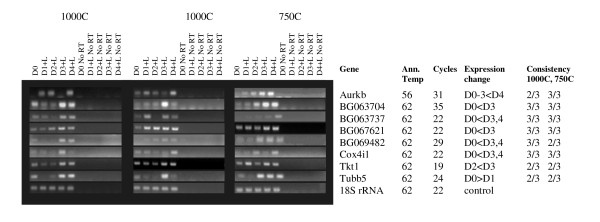
**Confirmed genes, up- or down-regulated during differentiation in the presence of LIF.** Ann temp = PCR annealing temperature, Cycles = number of PCR cycles used. Expression change marks the direction of expression changes as shown by RT-PCR. Consistency 1000C, 750C refers to the number of replicates out of three that show the same change (always at least 2), this information is given as space constraints prevent showing all.

We then compared this dataset with that from another of our array experiments, which compared undifferentiated IMT11 ES cells with embryonic inner cell masses (the tissue from which ES cells are derived) and day 5.5 and day 6.5 embryonic ectoderm (see Figures 1 and 2, GSE8881, methods described [24]), Thirteen of the above 26 genes were also up- or down-regulated in this study, indicating their importance in early development and differentiation. Fourteen of the known genes were also noted in other array or subtractive EST library studies using material from different ES cell differentiation experiments (see Figures 1 and 2). Interestingly, two of the four genes that varied between undifferentiated cell lines were also identified by this study.

### Amplification from single EBs

Our arrays have successfully identified 23 genes that show expression changes during EB differentiation (plus an additional 3 that did not show the exact expression changes indicated by the array). However, 23 genes represents a low confirmation rate (22%) given the initial 104 genes tested. 

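Dppa5a, a gene of undifferentiated ES cells, was below the pooled control in D3-LIF, at a log2 value of -1.97 (standard error 0.29, adjusted p = 0.00376), n = 2 arrays, with limma's test. The EST BG069915, at -1.87 (standard error 0.29, adjusted p = 0.00434), and the ribosomal protein genes Rps2, at -1.52 (standard error 0.23, adjusted p = 0.00434), and Rplp1, at -1.07 (standard error 0.21, adjusted p = 0.0149), were lower there as well. Dppa5a, Rps2 and Rplp1 lay below the pool in all 9 conditions, at -0.22, -0.23 and -0.20 in D0. BG069915 lay below it in all but D0 (0.10). A pool of these samples would not lie above all of them, so the values cannot be read as a fall specific to D3-LIF. Against D0, Rpl8 fell in D3-LIF, at -1.80 (standard error 0.38, adjusted p = 0.0325), and Tubb5, a tubulin, in D1-LIF, at -1.69 (standard error 0.36, adjusted p = 0.0270). These are the comparisons in which Figures 1 and 2 report each gene. Atp5b, Cox4i1, Ftl1, Hspa8, Sgce, Ssr2, Tkt and the second comparison of Tubb5 did not pass the test in the comparisons of those figures. Their log2 values lay between -1.81 for Ftl1, the ferritin light chain, in D3-LIF against D0 and 0.24 for the imprinted gene Sgce in D4-LIF against D3-LIF. In all, 6 of the 15 comparisons passed over all genes, and 11 when adjusted over the list alone. The study chose these genes on these arrays, so neither count is independent evidence. Aurkb and BG069482 lack values on some arrays. In the fit to clones with a value on at least 1 array of each condition, Aurkb was at 0.56 (adjusted p = 0.30) in D4+LIF against the pool. There BG069482 was at 2.06 (adjusted p = 0.100) in D3-LIF against the pool, the comparison of the figures, and at 2.02 (adjusted p = 0.0995) in D4+LIF. Without the Cy3 array of D3-LIF 1 of the 15 comparisons passed, that of Tubb5 in D1-LIF. Without the Cy5 array of D0, 9 passed, among them Atp5b at -1.06, Cox4i1 at -1.43 and Ssr2 at -1.37. With no dye term, 0 passed. The calls of Rpl8 and Tubb5 ended as deposited (-1.29 and -1.07), with equal MAD (-1.50 and -0.67), with quantile normalization (-1.53 and -1.26) and without the Cy3 array of D0 (-1.58 and -1.34), and that of Rplp1 as deposited and with quantile normalization. Of the 4 arrays compared, only the Cy5 array of D0 was not needed for either call. With the sign of the Cy3 arrays turned they were at 0.35 and 0.36, and Dppa5a at -0.67. Rplp1 was at a signed fold change of -1.70 as deposited and -3.21 with quantile normalization, where the fit above gave -2.11. The paper states that its arrays identified genes that change during EB differentiation, which it required to show a reproducible RT-PCR change in at least 4 of 6 sets of EB samples. It calls the share of genes that passed RT-PCR low.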

The consistency of gene expression in individual embryoid bodies was therefore tested in order to assess how this variation might influence the reproducibility of ES differentiation protocols that are based on EBs. We studied 10 individual 1000 cell Day 4 EBs from the same tissue culture dish and 2 small, 2 medium and 2 large EBs from a similar plate of Day 4-L randomly aggregated EBs (medium represented the same size as those derived from the hanging drop method, large EBs were roughly double this size, while small ones were half this size). 18S rRNA was used as a housekeeping gene control. Expression of Gapdh and Hprt was noted in most EBs, albeit at varying levels. Expression of Nodal and Rex1 was also noted in a majority of samples. Nanog, Oct4, Goosecoid and beta-actin were expressed in 50% or less of EBs, while Afp, Kdr, Brachyury and Fgf5 were expressed in 1–3 EBs out of 16 only (Figure 10).

**Figure 10:**
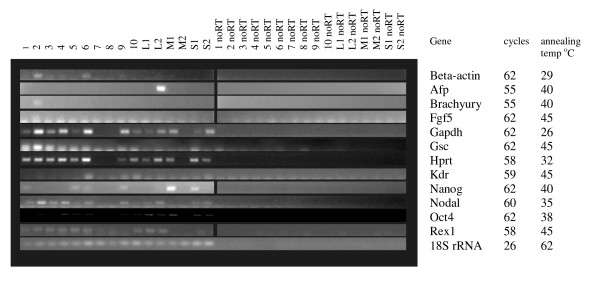
**Expression of differentiation markers in EB differentiation**. EBs were allowed to differentiate in standard ES medium -LIF for 4 days. To determine whether each EB was consistently expressing marker genes or if these genes were only expressed in a minority of EBs, we used an RNA amplification kit to carry out one round of amplification on RNA from 16 individual EBs harvested on day 4 of differentiation, -LIF. Ten (1–10) were derived from 1000 cell hanging drops and were of similar sizes. We also harvested 6 EBs which had been allowed to aggregate randomly in solution, these were varied in size: 2 large (L1+L2), 2 medium (M1+M2) and 2 small (S1+S2). Medium EBs were the same size as those obtained from the hanging drops.

## Discussion

We have shown that undifferentiated mouse ES cells, regardless of strain of origin, or absence of Hprt, maintain a very invariant expression pattern under identical culture conditions. Given genetic variation between mouse strains of origin (129Sv/Ev and C57Bl6/J) and absence of the Hprt gene in one line, this result is perhaps surprising, but would imply that the culture conditions that maintain pluripotency may be quite restrictive in terms of gene expression pattern. Hprt was not expressed in HM1 cells as expected. The relevance of Pter differential regulation is unclear, unless this gene is functionally associated with the Hprt pathway. Mki67 is a marker of proliferating cells; its upregulation in IMT11 cells might suggest a higher growth rate, although this has not been tested. Scmh1 may be involved in the meiotic prophase of male germ cells; ES cells are similar to germ cells, but the significance of the differential expression is unclear. We should note that, apart from HM1, expression differences noted were minor. We selected IMT11 cells for further study.

EB growth optimisation shows that EBs of 500–1000 cells reach a size plateau at 20% serum, suggesting that size constraints apply to growth once a certain size is reached. This may be related to the decreased rate of gas and nutrient diffusion to cells in the centres, but EBs are thought to be loosely packed and should therefore not suffer from a buildup of toxic waste products [40,41] EBs created using cell numbers of 1–1000 were previously found to attain a maximum of approximately 30,000 cells on Day 12 of differentiation, regardless of culture methods used or initial cell number [41]. Alternatively, growth constraints may arise from the absence of some necessary developmental cue, signalling during cavitation or from decreased cell division rates upon initiation of differentiation, which may happen sooner with a larger initial size [41,42].

Variation of initial size and serum concentration also influences gene expression patterns after 4 days of differentiation. We selected an initial size of 1000 cells and a serum concentration of 20% for our array experiments, on the grounds that these conditions were optimal for growth (and therefore RNA yield), gave the widest range of marker gene expression (implying a greater range of differentiated progeny) and were likely to bear more similarity to early embryonic differentiation.

Microarrays have identified 23 genes, which are differentially regulated during ES cell differentiation; a further 3, while not demonstrating the expression patterns predicted by the array, showed dramatic down-regulation upon induction of differentiation without LIF and are therefore discussed here. Detailed synopses of functional information available is given in Figure 1; a number of functional studies are also of interest [43-59].

13 of these genes are implicated in the early development of pre- and post- implantation embryos, while 14 are highlighted by other studies and/or preferentially expressed in embryonic EST libraries. Given the variation in ES cell lines, differentiation protocols and timepoints studied by others, this overlap is reasonably significant [15,29-38]. The functions of 7 ESTs and 1 hypothetical protein are presently uncharacterised.

The remaining genes fall into a number of different classes. Hspca (a.k.a Hspc1, Hsp89a, Hsp90a) and Hspa8 are immediately downregulated on induction of differentiation. Both are constitutively expressed heatshock proteins, a class of proteins commonly upregulated in response to cellular stress (OMIM 140571) and also implicated in ES differentiation [43]. 

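Hsp90aa1 (Hspca), a cytosolic chaperone, fell against D0 in D1-LIF, at a log2 change of -1.41 (standard error 0.32, adjusted p = 0.0352), in D3-LIF, at -1.78 (standard error 0.32, adjusted p = 0.0243), and in D3+LIF, at -1.42 (standard error 0.32, adjusted p = 0.0487), n = 2 arrays per condition. In D4-LIF it was at -0.97 (adjusted p = 0.446). Hspa8, the constitutive Hsp70 chaperone, had log2 values of -0.99 (adjusted p = 0.0700) in D1-LIF, -1.21 (adjusted p = 0.0585) in D3-LIF and -0.61 (adjusted p = 0.594) in D4-LIF, none past the threshold, with all 5 of its clones below 0 on those days, and 0, 1 and 2 of them with the sign of the Cy3 arrays turned. Hspa8 in D4-LIF was at -0.88 without the Cy5 array of D0 and -0.34 without its Cy3 array. Of 32 chaperone genes listed before the data were examined, 0 rose or fell in D4-LIF over all genes with limma and 1, Pdia3, fell when adjusted over the list alone, at -1.25. Their median log2 change was -0.57, where that of all genes was -0.17 (camera adjusted p = 0.000558, adjusted p = 0.530 with an estimated correlation). In D4+LIF, 2 chaperones fell, Pdia3 and St13, the latter at -1.58, and 7 did when adjusted over the list alone (median -0.70, camera adjusted p = 7.3e-06, adjusted p = 0.255 with an estimated correlation). Scaling arrays to equal MAD turned the sign of Hsp90aa1 in D1-LIF (0.64), D2-LIF (0.56), D4-LIF (0.31), D1+LIF (2.13), D2+LIF (1.76), D3+LIF (0.28) and D4+LIF (1.37) and of Hspa8 in D1-LIF (0.059), D2-LIF (0.14), D4-LIF (0.13), D1+LIF (0.79), D2+LIF (0.76) and D4+LIF (0.67), and it left the chaperones in D4+LIF at a median of 0.23. Quantile normalization turned that of Hsp90aa1 in D1-LIF (0.19), D2-LIF (0.56), D1+LIF (0.39), D2+LIF (0.090) and D4+LIF (0.19) and of Hspa8 in D2-LIF (0.32), D4-LIF (0.046), D1+LIF (0.22), D2+LIF (0.14) and D4+LIF (0.25). Leaving out 1 array, the calls of Hsp90aa1 in D1-LIF and D3+LIF held only without the Cy5 array of D0, and without its Cy3 array the values were -0.97 and -0.99. The call in D3-LIF ended without the Cy3 array of D0 (-1.34) or of D3-LIF (-1.40), and camera did not call the chaperones in D4-LIF without the Cy5 array of D0 (adjusted p = 0.123). Turning the sign of the Cy3 arrays put the 3 calls of Hsp90aa1 at 0.44, 0.72 and 0.55, none past the threshold, and the chaperones at 0.089 (camera adjusted p = 0.935) in D4-LIF and 0.087 (camera adjusted p = 0.0371) in D4+LIF.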

Heatshock proteins can function as chaperones; ie, they assist in the correct folding of nascent proteins. Ssr2, another protein downregulated upon onset of differentiation, is also associated with nascent polypeptides, although it forms part of a complex that recognises signal peptides, resulting in transport of the relevant protein across the endoplasmic reticulum. 

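Ssr2, a subunit of the translocon-associated protein complex of the endoplasmic reticulum, was below D0 on every day in both media, but passed the test on none. Its log2 change was -1.06 (standard error 0.28, adjusted p = 0.0532) in D1-LIF, -0.86 (standard error 0.28, adjusted p = 0.446) in D4-LIF and -1.16 (standard error 0.28, adjusted p = 0.0649) in D3+LIF, n = 2 arrays per condition. In D4-LIF it was -1.36 between the Cy3 arrays and -0.36 between the Cy5 arrays. Without the Cy5 array of D0 it passed, at -1.37 (adjusted p = 0.0241), and without its Cy3 array it was at -0.35 (adjusted p = 1.00). With equal MAD it stood at -0.27. Turned in sign on the Cy3 arrays, Ssr2 was above D0 on every day, at 0.50 in D4-LIF, and again passed on none.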

Hspca has been implicated in epigenetic modifications of chromatin (disruption during *Drosophila *development results in heritable morphogenic alterations) and in increased carcinogenic invasiveness [44]. Pluripotent cells, such as ES cells, demonstrate uniquely dynamic chromatin, "breathing chromatin", which allows availability of a large proportion of the genome for immediate transcriptional activity [45]. Perhaps reductions in Hspca expression during differentiation may result in changes to chromatin structure that result in the tighter histone binding characteristic of differentiated cells and their committed precursors.

Notably, a related class of 5 genes also shows downregulation upon initiation of differentiation; Eif4a1, Rplp1, Rpl8, Rps2 and Rps28. 

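Rpl8 fell against D0 in D1-LIF, at a log2 change of -1.73 (standard error 0.38, adjusted p = 0.0283), as well as in D3-LIF. Rps2 fell in D1-LIF, at -1.40 (standard error 0.33, adjusted p = 0.0360), and in D3+LIF, at -1.81 (standard error 0.33, adjusted p = 0.0216). Rplp1 was at -0.67 (adjusted p = 0.234) in D1-LIF and -0.36 (adjusted p = 0.883) in D4-LIF, and Eif4a1, the RNA helicase of translation initiation, at -1.48 (adjusted p = 0.406) and -0.77 (adjusted p = 0.978). By Day 4 without LIF none of these 4 genes passed, with Rpl8 at -1.11 (adjusted p = 0.465) and Rps2 at -0.85 (adjusted p = 0.516). The clone of Rps28 has several symbols and was not used here. Of 73 cytosolic ribosomal protein genes, listed before the data were examined, 71 were below 0 in D4-LIF against D0, with a median log2 change of -0.83 where all genes had one of -0.17, and with the sign of the Cy3 arrays turned 37 were, at a median of -0.0024, and 44 in D4+LIF, at -0.13 against 0.38 for all genes. In this comparison 0 passed over all genes with limma, 418 of all 4796 genes had an unadjusted p under 0.05, and 39 ribosomal protein genes fell when adjusted over the list alone. In D4+LIF 26 fell, and 48 when adjusted over the list alone, at a median of -1.06 against 0.17 for all genes. Rpl10 was at -2.37 and Rps13 at -2.46. Camera, which sets a list against all other genes, gave an adjusted p of 1.2e-28 in D4-LIF and 3.0e-31 in D4+LIF, but the adjusted p = 0.113 and adjusted p = 0.0889 with an estimated correlation. Fry, which asks whether the genes of a list move one way, gave 0.0104 and 0.00143. Relative to all genes the group was below D0 on both dyes in all 8 conditions, by -0.43 in D2-LIF to -1.23 in D4+LIF, but all 8 use the same 2 arrays of D0, so a shift in D0 alone would give the same sign in each. Of 41 translation factors, 0 fell in D4-LIF and 2 in D4+LIF (1 and 6 when adjusted over the list alone). Their medians were -0.34 (camera adjusted p = 0.0136, adjusted p = 0.553 with an estimated correlation) and -0.34 (camera adjusted p = 0.00318, adjusted p = 0.518 with an estimated correlation). With arrays scaled to equal MAD the ribosomal protein genes stayed below all genes at -0.34 in D4-LIF and -0.0035 in D4+LIF, where all genes stood at -0.06 and 0.12, and the translation factors in D4+LIF turned to 0.19 there, and as deposited to 0.22 and, in D4-LIF, to 0.063, while quantile normalization left them at 0.0072 in D4+LIF. A correction for the dye bias by loess, chosen after seeing the data, left the ribosomal protein genes at -0.12 and -0.16. Leaving out 1 array, the calls of Rpl8 and Rps2 held only without the Cy5 array of D0, and without its Cy3 array Rpl8 in D1-LIF was at -1.51 and Rps2 in D3+LIF at -1.63. Camera did not call the translation factors in D4-LIF without D0 Cy3 (-0.19, adjusted p = 0.106), D0 Cy5 (-0.56, adjusted p = 0.114) or D4-LIF Cy3 (-0.40, adjusted p = 0.0517), and in D4+LIF their median was -0.16 without D0 Cy3. In the turned reading camera gave the ribosomal protein genes an adjusted p of 0.598 in D4-LIF and 3.0e-08 in D4+LIF, the translation factors were at 0.040 and 0.33 without a call, and Rpl8 in D1-LIF (0.15) and Rps2 in D1-LIF (-0.091) and D3+LIF (0.062) did not pass.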

Eif4a1 encodes a translation initiation factor that could be involved in selective regulation of protein expression, while the remaining four genes are structural constituent of the ribosome. Expression of Eif4a1 is associated with increased metastasis in certain cancers [46], can stimulate cell growth in hepatoma cells [47] and is enriched in populations of human ES cells [48]. We have previously noted the upregulation of similar genes involved in translation in response to neural differentiation of ES cells [15]; however, this upregulation was noted after 7 days of EB differentiation, following the addition of retinoic acid on Day 4. It is possible that ribosomal constituents may play a role in complex changes that occur in gene expression in response to changing signals at different stages of differentiation.

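Among genes of energy and iron metabolism, Cox4i1, a subunit of cytochrome c oxidase, fell in D1-LIF against D0 at a log2 change of -1.31 (standard error 0.31, adjusted p = 0.0360) and was below D0 on every other day, from -1.25 to -0.83, without passing. Atp5b, a subunit of the ATP synthase, lay between -0.88 (adjusted p = 0.0615) in D3-LIF and -0.40 in D2-LIF. Ftl1 was at -1.81 (adjusted p = 0.0662) in D3-LIF and -1.66 (adjusted p = 0.0520) in D1-LIF. Tkt, the transketolase of the pentose phosphate pathway, stayed between -0.37 in D1+LIF and 0.27 in D4+LIF, none past the threshold. The RNA-binding protein gene Hnrnpk (Hnrpk) fell in D1-LIF, at -1.13 (standard error 0.30, adjusted p = 0.0495), and was at 0.05 (adjusted p = 0.956) in D3-LIF. Of 50 genes of oxidative phosphorylation, 47 were below 0 in D4-LIF, with a median of -0.38, and 0 passed, also when adjusted over the list alone. In D4+LIF 35 were below 0, with a median of -0.29, 1 fell over all genes and 4 when adjusted over the list alone. Camera called the list in both (camera adjusted p = 0.000558, adjusted p = 0.553 with an estimated correlation, in D4+LIF camera adjusted p = 0.000678, adjusted p = 0.518 with an estimated correlation). Of 13 genes of glycolysis and the pentose phosphate pathway, 0 passed in D4-LIF or D4+LIF, with 0 and 1 when adjusted over the list alone, and medians of -0.25 and 0.01, the former turned to 0.15 as deposited, which camera did not call. As deposited, without centring, the oxidative phosphorylation median turned to 0.02 in D4-LIF and 0.26 in D4+LIF, and with equal MAD to 0.05 in D4+LIF. The calls of Cox4i1 and Hnrnpk in D1-LIF ended as deposited, with equal MAD and with quantile normalization (Cox4i1 -0.69, -0.50 and -0.92). With 1 array left out, the calls of Cox4i1 and Hnrnpk held only without the Cy5 array of D0, and without its Cy3 array Cox4i1 was at -1.10 and Hnrnpk at -0.68. The oxidative phosphorylation medians were -0.24 and -0.12 without the Cy3 array of D0 and -0.62 and -0.54 without its Cy5 array. With the sign of the Cy3 arrays turned, 18 and 14 of the 50 genes of oxidative phosphorylation were below 0, at medians of 0.085 and 0.25, camera did not call them (adjusted p = 0.789 and 0.343), and Cox4i1 (0.11) and Hnrnpk (0.46) in D1-LIF did not pass.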

A third class of genes comprises those that are involved in energy metabolism and other ubiquitous metabolic processes (Atp5b, Cox4i1, Ftl1, transketolase, Hnrpk). Energy and metabolic requirements may change during differentiation; alternatively, these genes may have alternative functions in these processes. 

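Nanog, a transcription factor of pluripotency, fell in D1-LIF, at a log2 change of -1.87 (standard error 0.39, adjusted p = 0.0265), and in D3+LIF, at -1.75 (standard error 0.39, adjusted p = 0.0474), and was at -1.35 (adjusted p = 0.408) in D4-LIF. Dppa5a was at -1.75 (standard error 0.41, adjusted p = 0.0525) in D3-LIF and -1.53 (adjusted p = 0.0785) in D4+LIF against D0. Pou5f1 (Oct4) lay above D0 on the Cy3 arrays and mostly below it on the Cy5 arrays, for example 3.06 and -0.58 in D4-LIF. With the Cy3 arrays turned, Pou5f1 lay below D0 in every EB condition, from -2.37 in D1+LIF to -1.16 in D3+LIF, with no call. The rise between the Cy3 arrays rests on 1 array, that of D0, where Pou5f1 was at -2.54 against the pool. On the other Cy3 arrays it lay between -0.20 in D1-LIF and 0.53 in D4-LIF. Whether the value on the D0 array is a fault of that array was not tested. The direction of Pou5f1 thus rests on that array and on the direction of the ratios, and none can be given. Zfp42 (Rex1), in the fit that allows missing values, was at -0.98 (adjusted p = 0.391) in D4-LIF. Aurkb, the kinase of the chromosomal passenger complex, was at 1.74 (standard error 0.45, adjusted p = 0.391) in D4-LIF and 1.07 (adjusted p = 0.287) in D4+LIF in the same fit. Against the pool, Zfp42 stood at 1.49 (Cy3) and -0.91 (Cy5) in D0 and at -0.34 and -1.05 in D4-LIF. Aurkb stood at -0.68 and -0.34 in D0 and at 2.00 and 0.47 in D4-LIF. Both changes in D4-LIF were larger between the Cy3 arrays, so their signs rest on the direction of the ratios. Both genes lack a value on the D2-LIF array in Cy5, whose missing spots all lie on slide 1. Slide 1 of the D0 array in Cy3 had a median log2 ratio of -2.75, where the array, centred as a whole, had -0.64. That gap would add to the rise of Aurkb and take from the fall of Zfp42, but its share was not tested for these genes. Brachyury was not analysed here. Of 17 pluripotency genes listed before the data were examined, 15 were below 0 in D4-LIF, at a median of -0.54, and 12 in D4+LIF, at -0.59. None passed over all genes, and 4 and 7 fell when adjusted over the list alone. Camera called the list in both (camera adjusted p = 0.000683, adjusted p = 0.262 with an estimated correlation in D4-LIF, camera adjusted p = 0.000960, adjusted p = 0.255 with an estimated correlation in D4+LIF). Of 7 genes of the primitive ectoderm, the tissue that EB cells resemble early on, 0 passed in either medium, also when adjusted over the list alone, with medians of -0.19 and -0.27, which camera did not call and which turned to 0.21 and 0.29 as deposited and, in D4+LIF, to 0.10 with equal MAD. With arrays scaled to equal MAD the pluripotency median in D4+LIF turned to 0.013, where all genes stood at 0.12. Nanog lost its calls there and with quantile normalization, where in D3+LIF it stood at -0.84 and -1.58, and with equal MAD the sign turned for Nanog in D3-LIF (0.018), D1+LIF (0.00019) and D4+LIF (0.032). With 1 array left out, both calls of Nanog held only without the Cy5 array of D0, and without its Cy3 array they stood at -1.35 and -1.24. Camera did not call the pluripotency list in D4-LIF without D0 Cy5 (adjusted p = 0.153) or D4-LIF Cy3 (0.0610), nor in D4+LIF without D4+LIF Cy5 (0.0598). Turning the Cy3 arrays left 7 and 9 of the 17 pluripotency genes below 0, at medians of 0.051 (camera adjusted p = 0.894) and -0.0048 (0.0300, all genes at 0.38), and Nanog at 0.71 and 0.62, with no call.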

Perhaps surprisingly, only 3 genes, Brachyury, Aurkb and Dppa5 have identified roles in the maintenance of pluripotency, epigenetic remodelling and early development (see Figure 1); we would have expected this class of gene to be better represented. However, larger EBs maintain a core of pluripotent cells that maintain LIF expression and also, therefore, continue to express genes such as Oct4, Nanog and Rex1 for some time. This is obvious from our PCRs of these marker genes; expression can dip a little on Day 1 but normally resumes by Day3–4 of differentiation. 

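Laminin genes, which encode chains of the basement membrane, did not pass the test on any day. The paper's list of unconfirmed genes names Lamr1 and no laminin chain, so whether these genes are the laminin it tested is unclear. Lamb1 was below D0 in all 8 conditions on both dyes, from -0.59 (adjusted p = 0.180) in D1+LIF to -0.27 (adjusted p = 0.742) in D2+LIF. Lamc1 lay between -0.59 (adjusted p = 0.361) in D1-LIF and 0.13 (adjusted p = 0.910) in D3-LIF, and its 3 clones ranged from -0.68 to 1.53 in D3-LIF. Lama1, in the fit that allows missing values, was at -1.24 (standard error 0.52, adjusted p = 0.391) in D4-LIF and -1.31 in D4+LIF. Against the pool, Lama1 stood at 1.64 (Cy3) and -0.20 (Cy5) in D0. It stood at -0.58 and -0.46 in D4-LIF and at -0.45 and -0.74 in D4+LIF. Both falls were larger between the Cy3 arrays, so their sign rests on the direction of the ratios. Lama1 lacks a value on the D2-LIF array in Cy5, whose missing spots all lie on slide 1. Slide 1 of the D0 array in Cy3 had a median log2 ratio of -2.75, where the whole array had -0.64. That gap would take from both falls, but its share was not tested for Lama1. As deposited, without centring, the sign turned for Lamb1 in D1-LIF (0.077), D3-LIF (0.15), D2+LIF (0.13) and D4+LIF (0.11). Of 20 genes of the extraembryonic endoderm, the tissue that lays down laminin in early embryos, 0 passed with limma in D4-LIF or D4+LIF, also when adjusted over the list alone. Their medians were -0.07 and 0.20, next to -0.17 and 0.17 for all genes, the former turned to 0.33 as deposited, and camera did not call the list. Gata4, a transcription factor of this tissue, was at 0.02 (adjusted p = 0.999) in D4-LIF and 0.62 (adjusted p = 0.294) in D4+LIF. With the Cy3 arrays turned, Lamb1 was still below D0 in all 8 conditions, from -0.30 to -0.0046 with no call. Lamc1 was then below D0 in all 8 as well, from -0.74 in D2-LIF to -0.19 in D3-LIF, with no call. Its sign thus turned in D3-LIF, D4-LIF (-0.36) and D2+LIF (-0.36). The turned medians of the extraembryonic endoderm list were -0.086 and 0.19, which camera did not call.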

Other genes, such as Laminin, are known to display differential expression during early development; laminin was among the 104 genes selected for PCR confirmation. However, expression varied so much between PCR replicates that there was no consistent pattern of variation. This finding was common to a majority of the genes tested; this would not rule out their importance to early developmental processes, however, it would suggest that those genes that did show consistent expression changes may indeed be very important to early development; we were stringent in our selection of differentially regulated genes.

The identification of 26 genes which alter in expression pattern in ES cell differentiation will aid the understanding of early development and *in vitro *differentiation. However, there are important implications of the low confirmation rates noted in this paper, and of the variability in marker gene expression profiles between individual EBs of homogeneous cell number and size, which originated from two tissue culture dishes. Firstly, ES differentiation protocols using EBs as a starting point may always generate very variable results, despite attempts to standardize them such as using a uniform EB starting size. This would necessarily limit their therapeutic use; development of differentiation protocols that yield more uniform populations of progenitors without the use of EBs may be preferable (such as the majority of current neural differentiation methods)[17,18]. On the other hand, the ability of EBs to generate a wide variety of precursors that could later be selected for subtypes of choice may be an advantage in certain circumstances. Secondly, this finding would imply that the lack of directional orientation in EBs as compared to early embryos is a source of chaotic variability.

## Conclusion

Stem cells provide, potentially, an unparalleled opportunity for treatment of any number of degenerative conditions. A deeper knowledge of stem cell differentiation and of signalling pathways activated therein, will increase our ability to direct the differentiation of stem cells *in vitro*. This study has advanced our knowledge of early ES cell differentiation in several key respects. Firstly, we have demonstrated that regardless of underlying genetic variation, the constraints of ES cell pluripotency seem to maintain a relatively invariant gene expression profile. Secondly, we have developed optimised tissue culture conditions that allow the widest range of differentiation potential. Thirdly, we have identified genes that are implicated by this study and others in the complex processes of early development; furthermore, given the number of biological repetitions and the EB size variation used when confirming these genes, we would regard our results as robust. Perhaps most importantly, when investigating low confirmation rates, we have shown that gene expression patterns of individual EBs vary markedly from each other, even when grown from the same number of starting cells, in the same culture. This implies that differentiation protocols involving EBs may always yield varying proportions of different cell types, no matter how rigorously conditions are controlled between different experimental replicates, and may suggest that a move away from EB based differentiations may be warranted, where possible.

## Authors' contributions

FCM carried out array analysis (GSE8625, GSE8766), bioinformatics, primer design, marker gene PCRs, most protocol optimisations, PCR confirmations (GSE8625), GEO submissions, individual embryoid body amplifications and PCR, manuscript preparation, submission and revisions. CSD provided EB RNA samples for PCR, most PCR confirmations (GSE8766) and q-PCR. ALH completed all array hybridizations, array experimental design and image analysis leading to provision of raw array data. MAW carried out image and statistical analysis of EB diameters, preparation of Figure 3, manuscript editing, figure compilation and assistance with bioinformatics. SMH carried out all experimental + some analytical work connected to GSE8881, as well as study conception and design, provision of logistical support and funding, supervision of participants, assistance with analysis and interpretation, tissue culture protocol optimization and manuscript editing. MJE was responsible for study conception and design, GSE8881 array analysis, logistical support and funding, supervision of participants, assistance with interpretation, manuscript editing. All authors have read the manuscript

## Supplementary Material

Additional file 1 **This table lists names and primer sequences of genes that were identified by both array experiments, but not confirmed**. Click here for file

Additional file 2 **Q-PCR confirmation of expression patterns of Hspa8 and BG063737 and comparison with semi-quantitative PCR results**. Q-PCR confirmation of expression patterns of Hspa8 and BG063737 and comparison with semi-quantitative PCR results. Q-PCR was carried out using an MJ-Research Peltier Thermal Cycler PTC-200 PCR machine and results were analysed using MJ Opticon Monitor 3.1.32 software using previously described methods [39]. Reaction volumes were 25 μl, comprised of 5 μl cDNA, 12.5 μλ PCR mix from the DyNAmo HS SYBR Green qPCR kit (Finnzymes) and 7.5 μl primer mix (25 picomolar). Cycles were as follows: 95°C for 15 mins followed by 34 cycles of 95°C for 30 s, 62°C for 30 s and 72°C for 30 s. Primer sequences are given in Table 1. In order to compare results with those obtained from semi-quantitative PCR, we used Scion Image (Scion Corporation) to measure relative band intensities for 3 repetitions, and processed the figures with reference to the Day 0 sample and the 18S housekeeping gene, such that they were in a similar format to the figures obtained by Q-PCR. While the figures obtained are not identical, the expression patterns seen in terms of trends of differential regulation are very similar; Hspa8 declines in expression from Day 0 while BG063737 dips at day 1-L and peaks at Day 3-L. Click here for file

# Supplementary material for: Gene expression profiles during early differentiation of mouse embryonic stem cells
**Source:** BMC Dev Biol. 2009 Jan 9;9:5. doi: 10.1186/1471-213X-9-5
**Supplement:** Additional file 1 — This table lists names and primer sequences of genes that were identified by both array experiments, but not confirmed.

Supplementary file 1: Unconfirmed genes, primer sequences

a) ES undifferentiated, GSE8625:

CK334837F: CGGGCCTCCTACACCTACCT

CK334837R: CATGGCCTCCTGGGTTTTAC

BG063596F: TGTTCTTTCTCAACCCAATTTCC

BG063596R: TCGAGGCAAATGCACAGAAG

Cct7F: ATGGCACCACCTCAGTGACC

Cct7R: CCTTCTGCTGGGAGATCAGC

Ube2L3F: TGGCAAGGGCTTATTGTTCC

Ube2L3R: CAGTCTTGGTGGCTGGCTTC

Npc1F: TGAATGCGGTCTCCTTGGTC

Npc1R: CAAAGGCTAACACCACGATCC

Amd1F: GCACTGGCCCTCCAAATAGC

Amd1R: TTCTTGGTAGTTTCTGGACTGATGC

Dpp4F: CTTTCCCATCACCCTTGCTGT

Dpp4R: GGTCCAAGCATACAAACCAACC

BG063478F: AAACCAGCACTAGAAAAGTAGATCCT

BG063478R: TGTTTCCCCAGCATGTGTACC

BG063579F: CTTCCTGTGGGAGGCTCAAG

BG063579R: GAAGCTAAGGAGTTCCCATCCTG

Ddx3xF: GTGAGGGCTGGTCATTGCTG

Ddx3xR: AGCACTGTTCTCAAAGTTAATGCAAG

Tpm3F: GGCCGAGAAGAAACCACCTG

Tpm3R: CATCTCATCGCCCTCTCCTG

PicalmF: ACAGAAAGCACCGATCAACAG

PicalmR: AGGGCCTTTCCAAATGAATG

HspcbF: CATGAGCAGAGAGCCAGGTG

HspcbR: GCATCTACCGCATGATTAAACTAGG

Recc1F: GCTACAAAAGATGCCCACTGC

Recc1R: CCTCACCCTTTGCCAGAGTAAC

Smarca5F: TCCTGCTTCAGGGTCTCCAG

Smarc5R: CAGCAGCCACAAGATAATGTCAG

b) EB differentiation : GSE8766

Ak4F: GATACAATCACCCCACTTTTCCA

Ak4R: CGTCTGCTTGCTCCCTTCTC

BG077167F: AGGCCCTGACCACTCTGGAA

BG077167R: ACAAAGCGCCGGTTGTACTG

CK334244F: GGATTGTCACACAGCCCACA

CK334244R: GCCTCATGTCACGAACAGCA

BG063732 F: GCCTGCGTTGGATGCAATTC

BG063732 R: CGGAGCTGTGATGAACTGTGC

CK334258F: CGAAGTGGCGGAAGAAGAGA

CK334258R; TTACCGATGGCAGCACACAG

CK334282F: GCGTCTGGGTAATGACTTCCA

CK334282R: GGTTAGAGAGACTGCCAAAGTCCA

Rbx1F: TGCATCTCTCGATGGCTCAA

Rbx1R: CGGGAACACCAAACTCCAAA

Chchd2F: GATCGGTGAGACTTCGAGCA

Chchd2R: GTAGCCATCTGGGCCATCAG

Aldoa1 F: ctgccagcagaatggcattg

Aldoa1 R: ggctcgaccataggagaaag

Dnajc7F: TGCCTGCTTCCCTGTCTACC

Dnajc7R: AGGCATTCTTCGGTGGTCCT

Catna1F: CTATGCAGTCATCAGGCTTCTTTG

Catna1R: GCTTTATTCGGGCTCGTGTG

Rps15 F: gatctccacctggttgaagg

Rps15 R: tcgaccaactgctcgacatg

Rpl32F: GCGTTGGGATTGGTGACTCT

Rpl32R: TAAGCGAAACTGGCGGAAAC

BG068918F: AACACCAGATGAAGGGTGGA

BG068918R: CCTTACGGGGAAAACCATCA

BG069449F: AATGCCACGTTTGCCTATGA

BG069449R: CCCCTGCTGAAATCCCTACA

BG069712F: GCTCCCAAGATCCAACTACGA

BG069712R: AGCCTGAGAAACGGCTACCA

Rpl6F CAGCCTTTCGCTGCTCTGTAA

Rpl6R: ACAGTGGCTTGCTGCTTGTG

Arfrp2F:CCCAAGGCAGACACATTTCC

Arfrp2R:CAGACCAGGCATCTCCATCA

Bzw1F: AAAGTCTCTGGTGGCATTATTCTC

Bzw1R: GCTGCCTTCGTTGCTTTTCT

BG062966 F: GATTCTTCAGCTGACTGCAAGA

BG062966 R: CGATCGCCTGGAGAAATGAC

Rpl37 F: AAGGGAACGTCATCCTTTGGT

Rpl37R: AGACAATCTTTAGGTGCCTCATCC

BG063010 F: TCCATCTTCCACCCTACAGGAC

BG063010R: GATGCAACACACAGGCTCCA

Rps27L F: CCTGGCTTTTCCTCCTGTGG

Rps27L R: CCATGCCCCTGGCTAGAGAT

BG063232 F: AGGTGTTGGGCCTCTTGGTG

BG063232 R: CTCCATCCAGATCATGAAGG

H3004G04 F: ACACAGCTCATTTCATTGGTG

H3004G04 R: AATAGATTTGGTGCTCTACACTTACA

Trim28 F: ACCACAAGAGCCCCAGCTTC

Trim28 R: CCCCAGGAGTTTGCTCAAGA

Peg10F: GAAGTTCACCACGAAGAGTCAGTT

Peg10R: TCAGATGCGTGTTCCCTCTC

Rpl18F: TGTTGACATTCGCCACAACA

Rpl18R: TCCAGAATCCGCACATCATC

Rps18F: TTCCAGCACATTTTGCGAGT

Rps18R: CCTGGCTGTACTTCCCATCC

CK334683F: TAACATGCTGCGGATTGTGG

CK334683R: AACTTGAAGGGCCACAGGAA

H3099B07F: GCAGCCACTGATTGCACAGA

H3099B07R: CGTAGTGGTGGTGGTGGTGA

BG084332F: GCTGGCTAGGGTAACCAAAGTG

BG084332R: AACGCAACCTTCGAGCTTCT

H3099H01F: TCTGTGTAACCCTGACTGTCCT

H3099H01R: CCAGCTAGAAGCCAACCATT

BG071626F: GGGTGGTCCAGGGTTTCTTAC

BG071626R: AAGGGCATTCTCGGCTACAC

Klhl18F: TGGTGAAGCCCAGAGAGAGA

Klhl18R: TGAGCACACAAGCGAACAGA

Rps21F: CAAATTCCCGATTTCTTCTGCT

Rps21R: GCCGAGGTTGATAGGACCAC

Rpl3F: CTTCTTGGTCCCCACCACAC

Rpl3R: GGGCAGAAAGGCTACCATCA

Rabgef1F: GGCCTCCTACGGGTTTTCTT

Rabgef1R: TTTACGAGCAGTCGGTGGATT

Lamr1F: AGCCTGCTCCTCCTTCTCAA

Lamr1R: TTATGTCAACCTGCCCACCA

BG071626F: GGGTGGTCCAGGGTTTCTTAC

BG071626R: AAGGGCATTCTCGGCTACAC

Rpl10aF: GGCAGCAGTGAGGTTTATTGG

Rpl10aR: GCCAAAGTGGATGAGGTGAA

Rpl10F: GACACCACAGCCATCAGGAA

Rpl10R: TCATGTCCATCCGAACCAAG

H3125E05F: AGGCTGAAGCGCAAGAGAAG

H3125E05R: GGCAGAGGGACTGTTTTGGT

CK335084 F: CAGGTGCGAGTGGAATTCATG

CK335084 R: TGCTTTATTTAACAGTTGCAGATCA

Hn1 F: TCCAGGGAGCTTGCTTGTGT

Hn1R: TTCCTGTGCCATGTGGAGTG

BG075587F: GGCAAGGGTTCAAGGTTATCTG

BG075587R: TCCTGTCTCAGCCTCCCAAG

Rps20F: TTAGGCATCTGCAATGGTGA

Rps20R: ACCTTGTGGTGAAGGTTCCA

Pcbp2F: TGCAAACCCAGTGGAAGGAT

Pcbp2R: TCATGGGTGGTGAACAGCAG

Dnclc1F: TCACTGGGTGTTTGGCACAG

Dnclc1R: TTGCGGCCCATATCAAGAAG

Cox8aF; TGATTGCAGAAGAGGTGACTGG

Cox8aR: CATTGGGCTCACTTCCTGCT

H3010A09F: GCAGGCCATCAAACAGGAGT

H3010A09R: GGCTGGTCTCCCTCATCACC

Hist1h4mF: GTGCTCCGTGTAGGTGACG

Hist1h4mR: ATAACATCCAGGGCATCACG

CalrF: ACCAGATGAGGGCTGAAGGA

CalrR: TGGCTGCTCCCAATAATGTC

Eno1F:CCTCCCATGTCACTGCTTCC

Eno1R: TGTTGGACTTCTGCGGCTTT

ArbpF: CGAAGAGACCGAATCCCATA

ArbpR: AAAAGGTCAAGGCCTTCCTG

Eif3s6ipF: GCGTCTGGCAACTTTGGTGT

Eif3s6ipR: GGACCTCACCGAGCAGGAGT

Sfrs3F: ACCAGGAAGGAACCCCTTTG

Sfrs3R: CCTTAGGTCCTGCCCAGTTTT

CK334428F: GGTTCCGCTGTCCTCTTTCTC

CK334428R: TGCCTTCCTTGTCTTGGATCTT

Gnb2rs1F:GGTACACTGGGGTGGCTCTG

Gnb2rs1R: GGCCACACTGGCTACCTGAA

Rpl15F: ATGTCAGCCCACGCATTTCT

Rpl15R: GTGGGGCTTTGAGAGTCCTG

Mylc2bF: TGAGCAAGCAAACGCAAGAG

Mylc2bR: ACCGCTTCACAGACGAGGAA

PpiaF: TTGCTGGTCTTGCCATTCCT

PpiaR: ATGTGCCAGGGTGGTGACTT

Slc25a5F: TGATAAAACAGACAAGCCCAGAGA

Slc25a5R: GCAGTCTGGACGCAAAGGAA

Rps15aF: CTGACGTGAAGGGAGCAGGT

Rps15aR: GAATGAATGTTCTGGCGGATG

Pkm2F:TGTTGGGAAAGCAGGTCAGG

Pkm2R: CAGCATCTCTGGGCTTTGCT

Rpl26f: CGGTTGTGCCATTAGCCTTC

Rpl26R: CGTTCGGTCTATGCCCATTC

BG065399F: TCCCTGTGGGCTGTAGATGA

BG065399R: CCGTGTGATTGAGCTGGAGA

H3030G02F: GAGTGCAAGGAGAGCAGTGG

H3030G02R: TTCACGCTTAGTGGGCAGAG

BG066187F: CCAATCAAGACCTTTCCTGCTC

BG066187R: GCCCAAATCCCTGTATTGCT

BG066357F: TGTGCCTCCTACCTACAGACCTT

BG066357R: GTTGGGGTGCTTCAGCTTTC

BG067125F: TCTGATAAATGCACGCATCC

BG067125R: CGGTACAGTGAAACTGCGAAT

BG067313F: TTTGCAGAGGCTAAGGAGGA

BG067313R: TAACAGACCACGCCCAGAAC

Folr4F: AAATGAGGCACCGTAGACTGCT

Folr4R: CCTGATCCCTGCTTCCCTCT

Anxa6 F: GCCACACAGAGCAAGCAAAG

Anxa6 R: CAAGTCCATGAAGGGTGCTG

BG072179F: GAGACTCTGGTGTGGGTTTTCAC

BG072179R: GCACTGGCATTGTCTCTGCTC

How the deposited data were processed for this re-analysis (not part of the article)

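The arrays compare mouse ES cells and EBs with a pooled control. There are 18 arrays, with 2 for each of D0, D1-LIF to D4-LIF and D1+LIF to D4+LIF, and the sample was labelled with Cy3 on 1 and with Cy5 on the other. The labels do not number the arrays, so the dye serves as the replicate and as the block. The labels state 2 biological sets, of D0 RNA and of EB cultures, with a different RNA for each array, but not which array belongs to which set, so the dye term may take up a difference between sets as well as between dyes. The number of arrays limits the precision of every value.

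The authors scanned each slide, quantified the spots and divided each channel by its mean intensity, and the deposited values are linear ratios per spot and array, not on a log scale. The channel intensities were not used here, so the background filter of the study, which rests on blank spots, could not be repeated. The median ratio of each array (Cy3, then Cy5) was D0 0.655 and 1.19, D1-LIF 1.01 and 1.85, D2-LIF 0.845 and 1.21, D3-LIF 1.05 and 1.51, D4-LIF 0.894 and 1.49, D1+LIF 0.942 and 1.64, D2+LIF 0.954 and 1.38, D3+LIF 0.984 and 1.59 and D4+LIF 0.943 and 1.75. The values are ratios near 1, so the scale is known, while the centring differs between arrays and the direction is not settled by the values.

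The ratios were taken to log2, duplicate spots were averaged (the copy of a spot lies 160 spots on) and each array was centred on its median over all clones. Clones with a value on every array were tested, which leaves out most clones of slide 1, since 15249 spots of the D2-LIF array in Cy5 and 7973 of the D1+LIF array in Cy5 have no value. Limma (version 3.58.1, R 4.3.3) was fitted with 9 condition means and a dye term, which takes the mean difference between the dyes out of the spread, and p-values were adjusted by Benjamini-Hochberg. The contrasts were each EB condition against D0, linear trends over D0 to D4 with and without LIF, the mean of the 4 conditions without LIF minus the mean of the 4 with LIF, the same difference at Day 4, and an F test for any difference among the 9 conditions. Values against the pooled control are the condition means of the same fit.

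Gene lists were written before the data were examined: pluripotency, primitive ectoderm, mesendoderm, extraembryonic endoderm, neurectoderm, trophoblast, erythroid, fibroblast, cytosolic ribosomal proteins, translation factors, chaperones, oxidative phosphorylation, glycolysis and pentose phosphate, hypoxia, LIF and STAT3 targets, cell cycle, cholesterol synthesis, p53 targets, imprinted genes, and the genes the study names as control genes, as markers, as changed by RT-PCR and as not. They were tested with camera at a preset correlation of 0.01 where at least 3 genes were measured, with camera at an estimated correlation and with fry. For 20 lists and 5 contrasts this makes 100 tests, adjusted within each contrast.

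Genes named in the text were chosen by a rule fixed beforehand. They are every gene, EST or marker that the study names for these arrays and that was measured. For each of 5 contrasts (D4-LIF and D4+LIF against D0, both trends and the effect of LIF over Days 1 to 4) they are also the 10 rising and the 10 falling genes of largest change past the threshold on the same side on both arrays, filled up by the smallest p where fewer passed. From each list they are up to 4 genes past the threshold, or the 2 of smallest p. The values that the study prints for its genes had been seen when the rule was written. St13 and the genes listed for the 2-fold criterion were named after their values were seen.

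The alternatives tried were values as deposited without centring, arrays scaled to equal MAD, quantile normalization, no dye term, array quality weights, duplicate spots kept apart with their correlation estimated, only clones whose duplicate spots lie within 1 on the log2 scale, clones with a value on at least 1 array of each condition, only the arrays compared, gene level, a further 2-fold limit, leaving out each array in turn, and SAM at a delta of 0.5 and at least 2-fold on the 4 repeats of a condition. SAM was written for this work, since its software was not at hand. Chosen after seeing the data were centring within each slide or on the tested clones, slide 2 only, the removal of dye bias by loess (span 0.3), turning the sign of the Cy3 arrays, leaving out the D2-LIF array in Cy5, SAM on slide 2, equal MAD for the gene lists, taking 2 comparisons against D0 on different dyes, turning the sign of the Cy3 arrays for the 2-fold criterion, the gene lists, the named genes and the comparisons of the study as well, and the overlap of equal numbers of clones in simulated data.

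Neither of the first conditions set beforehand for the direction of the ratios was met, and the signs that the study prints went with sample over pool in 10 of 15 comparisons, in 7 with the Cy3 arrays turned and in 8 with the Cy5 arrays turned, while 6 of the 6 comparisons past the threshold had the sign of the study, as had 8 of the 11 past it when adjusted over the list alone (4 and 6 with the Cy3 arrays turned). The comparisons past the threshold were picked under sample over pool, which favours that reading in these counts. Differences between 2 conditions correlated above 0 between the dyes for 26 of 36 pairs of conditions. The rule called for sizes only where these signs did not settle the direction. A share of 10 in 15 does not settle it firmly, so giving signs is a judgement made with the values in view, and a reader who holds to the rule should take the sizes alone.

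The fit was tested on simulated data of 10105 clones, in which 100 were changed 2-fold and 100 were changed 4-fold. It called 16% of the clones changed 2-fold and 65% of those changed 4-fold, 3.57% of its calls were false, and it called 0 clones when none were changed. The measured arrays differ in spread, with standard deviations over the tested clones from 0.17 (D1+LIF Cy3) to 1.27 (D4+LIF Cy5). These rates may therefore not hold for the measured data. Leaving out 1 array leaves a condition with 1, which is assumed to vary like the others. Genes on clones with several symbols, ESTs without a match in the probe table, and Brachyury were not analysed here.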

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

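The tests of the Cy3 array of D0 alone and of the unequal spread of the arrays, and the loess correction, were chosen after the result was seen. Ribosomal protein genes lay below all genes at Day 4 against D0, by a log2 difference of -0.66 without LIF and -1.23 with LIF, which were -0.029 and -0.51 with the sign of the Cy3 arrays turned. An error on the Cy3 array of D0 alone is argued against, since on the Cy5 arrays the difference was -0.69 in D4-LIF and -1.55 in D4+LIF. Bias that is equal on all arrays of 1 dye would cancel, and the sign was the same on the Cy3 arrays (-0.59 and -0.70), but bias that depends on the dye and varies in strength between arrays stays open, since after the loess correction the difference shrank to -0.12 and -0.16 (camera adjusted p = 6.2e-06 and 0.00365), although that correction may also take away a change shared by the conditions. A change with the day of culture was seen in 2 of 4 pairs of values, with Day 4 minus Day 1 at 0.17 and 0.47 without LIF and -0.17 and -0.74 with LIF, so the media went opposite ways with 1 array behind each mean, which leaves it open.

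Over Days 1 to 4 ribosomal protein genes lay above all genes by a log2 difference of 0.22 without LIF minus with LIF (camera adjusted p = 2.1e-10, adjusted p = 0.764 with an estimated correlation), and 0 of them passed with limma. Without the Cy5 array of D4+LIF it was 0.089, without its Cy3 array 0.34, and with the sign of all Cy3 arrays turned 0.19 (camera adjusted p = 3.2e-07). With arrays scaled to equal MAD the difference from all genes turned to -0.23, so the unequal spread of the arrays is a candidate explanation. Without Day 4 it was 0.070 (camera, unadjusted, 0.0163), but this leaves out the arrays of D4-LIF as well as the 2 arrays of D4+LIF, so which of them bring the rest stays open. An effect of LIF would need the same sign on each day, and 5 of 8 values were above 0, from -0.29 at Day 1 to 1.02 at Day 4, which leaves it open.

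Between the media over Days 1 to 4, limma called 0 clones, with 607 at an unadjusted p under 0.05, and SAM was not run on it. Of 100 splits of the 16 EB arrays, the real one included, 3 others called at least 1 clone, the highest 73. With 0 clones in the real split, 100 of 100 reach it in any case, so the splits decide nothing and chance cannot be excluded.

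The Cy3 array of D0 lay far from the other Cy3 arrays in its median log2 ratio (-0.64), in its spread (standard deviation 1.81), in the gap between its slides (2.44 on the log2 scale) and in having 1 missing spot where the other Cy3 arrays have 0. The D2-LIF array in Cy5 had the highest correlation between duplicate spots, 0.605, among the Cy5 arrays. Chance sets an array apart in about 1 in 20 groups, and 10 groups were examined.

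Pluripotency genes also differed from other genes between the media (camera adjusted p = 0.0258, adjusted p = 0.764 with an estimated correlation), with a median of 0.04 that equal MAD put at -0.18, and that leaving out 1 array put between -0.047 and 0.086, and camera did not call them without D1+LIF Cy5 (0.110), D2+LIF Cy5 (0.0926), D2-LIF Cy5 (0.217), D3+LIF Cy3 (0.0570), D4+LIF Cy5 (0.422) or D4-LIF Cy5 (0.0951). Chaperones did so at 0.0284 (adjusted p = 0.862 with an estimated correlation), with a median of -0.05 that equal MAD put at -0.38 and leaving out 1 array between -0.14 and 0.023, and camera did not call them without D1+LIF Cy5 (0.110), D1-LIF Cy5 (0.106), D2+LIF Cy5 (0.0926), D2-LIF Cy3 (0.260), D3+LIF Cy3 (0.285), D3-LIF Cy5 (0.352) or D4+LIF Cy5 (0.422). Genes that the study chose on these arrays but did not see change by RT-PCR did so at 7.6e-07 (adjusted p = 0.764 with an estimated correlation), with a median of 0.09 that equal MAD put at -0.35 and leaving out 1 array between 0.00066 (D2-LIF Cy3) and 0.18 (D2-LIF Cy5). Cell cycle genes, which the study does not discuss as a group, lay below other genes in D4-LIF (camera adjusted p = 0.0319, adjusted p = 0.553 with an estimated correlation) and in D4+LIF (0.0392, adjusted p = 0.569 with an estimated correlation), with medians of -0.31 and -0.06, the latter turned to 0.07 by equal MAD and both turned, to 0.09 and 0.49, as deposited. In D4-LIF the median was -0.090 without D0 Cy3 and -0.51 without D0 Cy5, and camera did not call them without D0 Cy3 (0.182), D0 Cy5 (0.123) or D4-LIF Cy5 (0.0845). In D4+LIF it ran from -0.35 without D0 Cy5 to -0.025 without D4+LIF Cy3, and camera did not call them without D0 Cy3 (0.113), D4+LIF Cy3 (0.0841) or D4+LIF Cy5 (0.0537). With the Cy3 arrays turned the first 3 lists were called between the media, at 0.13 (camera adjusted p = 4.9e-05), -0.038 (0.00537) and -0.044 (0.00537), and cell cycle genes, at 0.043 (0.894) in D4-LIF and 0.42 (0.746) in D4+LIF, were not.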

How the results depend on the processing

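Dppa5a and Rps2 lay below the pooled control in all 9 conditions and BG069915 in all but D0 (0.10), so their distance from it is not specific to D3-LIF. Dppa5a, BG069915 and Rps2 stayed below the pooled control in D3-LIF with an adjusted p under 0.05 as deposited, with equal MAD and with quantile normalization. Of the settings run on them their calls ended with no dye term, with loess, with the Cy3 arrays turned (-0.67, -0.68 and -0.43) and without the Cy3 array of D3-LIF, where they stood at -1.85, -1.26 and -1.02. Comparisons with the pool were not run with only the arrays compared. Ribosomal protein genes lay below all genes against D0 at Day 4 in each scaling, but the difference shrank, from -0.66 in D4-LIF and -1.23 in D4+LIF to -0.28 and -0.13 with equal MAD, -0.24 and -0.42 with quantile normalization and -0.12 and -0.16 with loess, and not as deposited, and with the Cy3 arrays turned it was -0.029 and -0.51. The counts of clones called against D0 did not hold, and the cause was not tested unless it is given. Counts are of clones called by limma unless SAM is named, and those of D1-LIF, D3-LIF, D3+LIF, D4+LIF and the trend with LIF were 505, 234, 197, 228 and 158.

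As deposited, without centring, the numbers were 2 in D1-LIF, 3650 in D4+LIF, 0 in D3-LIF, D3+LIF and the trend with LIF (886 to 5338 at an unadjusted p under 0.05) and 3 of the 15 comparisons of the study. With arrays scaled to equal MAD, the numbers were 0 in D1-LIF, D3-LIF, D3+LIF, D4+LIF and the trend with LIF (161 to 768 at an unadjusted p under 0.05) and 21 of the 100 list tests. With quantile normalization, the numbers were 0 in D1-LIF, D3-LIF, D3+LIF, D4+LIF and the trend with LIF (176 to 1091 at an unadjusted p under 0.05), 3 of the 15 comparisons of the study and 19 of the 100 list tests. With no dye term (no replicate block), the numbers were 0 in D1-LIF, D3-LIF, D3+LIF, D4+LIF and the trend with LIF (51 to 131 at an unadjusted p under 0.05) and 0 of the 15 comparisons of the study. With array quality weights, the numbers were 61 in D3+LIF, 9 in the test for any difference and 0 in D4+LIF and the trend with LIF (204 to 321 at an unadjusted p under 0.05). With duplicate spots kept apart, the numbers were 65 in D2-LIF, 392 in D3-LIF, 127 in D4-LIF, 406 in D1+LIF, 299 in D2+LIF, 412 in D3+LIF, 1299 in D4+LIF, 48 in the trend without LIF, 1079 in the trend with LIF, 388 in the effect of LIF at Day 4 and 471 in the test for any difference. With only clones whose duplicate spots lie within 1 log2 on every array, the numbers were 191 in D1-LIF, 131 in D3-LIF, 16 in D1+LIF, 16 in D2+LIF, 121 in D3+LIF and 27 in the test for any difference. With clones that have a value on at least 1 array of each condition, the numbers were 113 in D1-LIF and 0 in D3-LIF, D3+LIF, D4+LIF and the trend with LIF (1729 to 3571 at an unadjusted p under 0.05). At gene level, the numbers were 254 in D1-LIF, 100 in D3-LIF, 99 in D3+LIF, 83 in D4+LIF and 57 in the trend with LIF. With only the arrays of the conditions compared, the numbers were 58 in D2+LIF, 1 in D4+LIF, 13 in the effect of LIF at Day 4, 0 in D1-LIF, D3-LIF, D3+LIF and the trend with LIF (758 to 1510 at an unadjusted p under 0.05) and 0 of the 11 comparisons of the study. With SAM at a delta of 0.5 and at least 2-fold, the numbers were 4465 in D1-LIF, 4711 in D3-LIF, 13 in D4-LIF, 644 in D1+LIF, 4447 in D2+LIF, 4460 in D3+LIF and 4357 in D4+LIF.

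The following alternatives were chosen after the result was seen, as was equal MAD for the list tests. Centred within each slide, the numbers were 57 in D1-LIF, 1 in D3-LIF, 18 in D3+LIF and 3 of the 15 comparisons of the study. Centred on the tested clones, the numbers were 57 in D1-LIF, 7 in D3-LIF, 48 in D3+LIF and 3 of the 15 comparisons of the study. On slide 2 only, the numbers were 82 in D1-LIF, 12 in D3-LIF, 114 in D3+LIF, 1420 in D4+LIF, 760 in the trend with LIF and 3 of the 15 comparisons of the study. With dye bias removed by loess, the numbers were 0 in D1-LIF, D3-LIF, D3+LIF, D4+LIF and the trend with LIF (214 to 589 at an unadjusted p under 0.05), 0 of the 15 comparisons of the study and 15 of the 100 list tests. With the sign of the Cy3 arrays turned, the numbers were 0 in D1-LIF, D3-LIF, D3+LIF, D4+LIF and the trend with LIF (252 to 2003 at an unadjusted p under 0.05), 0 of the 15 comparisons of the study and 11 of the 100 list tests. Over all clones complete outside the D2-LIF array in Cy5, the numbers were 122 in D1-LIF, 11 in D3+LIF, 0 in D3-LIF, D4+LIF and the trend with LIF (1674 to 2409 at an unadjusted p under 0.05) and 3 of the 15 comparisons of the study. With SAM on the clones of slide 2, the numbers were 2 in D1-LIF, 55 in D3-LIF, 445 in D4+LIF, 461 in the effect of LIF at Day 4 and 0 in D3+LIF. Fewer clones are tested on slide 2, at gene level and with the filter on duplicate spots, which by itself lowers a count.

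Leaving out 1 array at a time gave 0 to 1047 in D1-LIF (78 without D0 Cy3, 1047 without D0 Cy5, 0 without D1-LIF Cy3, 0 without D1-LIF Cy5), 0 to 281 in D2-LIF (198 without D0 Cy5, 281 without D2-LIF Cy3), 0 to 798 in D3-LIF (0 without D0 Cy3, 798 without D0 Cy5, 0 without D3-LIF Cy3, 153 without D3-LIF Cy5), 0 to 316 in D4-LIF (316 without D0 Cy5), 0 to 382 in D1+LIF (382 without D0 Cy5, 43 without D1+LIF Cy3), 0 to 416 in D2+LIF (416 without D0 Cy5), 0 to 811 in D3+LIF (0 without D0 Cy3, 811 without D0 Cy5, 1 without D3+LIF Cy3, 0 without D3+LIF Cy5), 0 to 3990 in D4+LIF (3 without D0 Cy3, 643 without D0 Cy5, 3990 without D4+LIF Cy3, 0 without D4+LIF Cy5), 0 to 277 in the trend without LIF (277 without D0 Cy5), 0 to 3818 in the trend with LIF (3 without D0 Cy3, 646 without D0 Cy5, 105 without D1+LIF Cy3, 0 without D1+LIF Cy5, 18 without D3+LIF Cy3, 22 without D3+LIF Cy5, 3818 without D4+LIF Cy3, 0 without D4+LIF Cy5), 0 to 2398 in the effect of LIF over Days 1 to 4 (6 without D2-LIF Cy3, 3 without D1+LIF Cy3, 2398 without D4+LIF Cy3), 0 to 4006 in the effect of LIF at Day 4 (4006 without D4+LIF Cy3) and 0 to 391 in the test for any difference (35 without D0 Cy5, 63 without D2-LIF Cy3, 15 without D1+LIF Cy3, 391 without D4+LIF Cy3, 6 without D4+LIF Cy5). The comparisons of the study that passed numbered 1 (without D3-LIF Cy3) to 9 (without D0 Cy5). The list tests past the threshold numbered 26 to 39, against 37 with all arrays.

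The clones at least 2-fold from the pooled control numbered 530 with quantile normalization, 92 by the mean of the duplicate spots, 305 at 1.5-fold and 1146 with comparisons against D0 or the other medium added, and the list tests past the threshold 0 by camera with an estimated correlation and 12 by fry.

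Some values turned their sign. Hspa8 in D4-LIF against D0 turned to 0.13 with equal MAD, 0.046 with quantile normalization and 0.12 with loess. Sgce in D4-LIF against D3-LIF turned to -0.12 with duplicate spots kept apart and with the filter on them, which each use 1 of its clones. Tkt in D3+LIF against D2+LIF ranged from -0.57 to 0.078 on leaving out 1 array, the highest without D2+LIF Cy5, and Tubb5 in D3+LIF against D1+LIF from -0.83 to 0.024, the highest without D1+LIF Cy5. In D4-LIF against D0, leaving out 1 array gave -0.16 to 5.07 for Procr, -0.039 to 4.34 for Thoc7, -0.057 to 2.58 for Triobp, -0.10 to 4.12 for Iqsec1 and -0.0026 to 3.56 for Kif5b, each lowest without D0 Cy3 and highest without D0 Cy5, and none of these genes passed with all arrays. Their rises were 2.47 (Triobp) to 4.77 (Procr) between the Cy3 arrays and 0.058 (Triobp) to 0.72 (Thoc7) between the Cy5 arrays. They thus rest on the Cy3 array of D0, which had a gap of 2.44 between its slides. The share of that gap in these rises was not tested. With equal MAD the effect of LIF turned to -0.30 for Rpl37a, -0.11 for Bccip and -0.24 for Cfl1, and ribosomal protein genes, at a median of -0.35, and chaperones, at -0.38 and negative before, went from above to below all genes, which had -0.11.

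Of the other values for single genes and lists in the comparisons chosen beforehand, 2096 kept their side of the threshold, 429 lost the threshold and 112 passed it newly, where a list was taken to turn only if it passed on the other side of all genes, not if its median changed sign, and other days and the turned sign are not counted. Signal over background is not known here, since only ratios are at hand.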

Differences from the paper's values

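Values are signed fold changes, a fall being negative. The spread of a value is the standard deviation of its fold changes on the 2 dyes here, not one given by the paper. The alternatives are those set before the data were examined. Among them, no dye term, array quality weights, only the arrays compared and the 2-fold limit left each value as it was, so they check nothing further. The alternatives leave out turning the Cy3 arrays. Turned, Cox4i1 (log2 0.49) and Ftl1 in D3-LIF (0.076) took the paper's sign. Ftl1 in D4-LIF (-0.25), Tkt (-0.29) and Tubb5 in D3+LIF (-0.12) did not. Atp5b (0.22), Hspa8 (0.12), Rpl8 (0.35), Ssr2 (0.50) and Tubb5 in D1-LIF (0.36) then lost the paper's sign. Atp5b in D3-LIF against D0 was at -1.84, where the paper has about -4.5 in Figure 1, read by eye, and 0 of 15 alternatives came within its spread, in a range of -2.19 to -1.29. Cox4i1 in D3+LIF against D0 was at -2.33, where the paper has about 3.3 in Figure 1, read by eye, and 0 of 15 alternatives came within its spread, in a range of -2.96 to -1.51. Ftl1 in D4-LIF against D0 was at -2.41, where the paper has about 3.9 in Figure 2, read by eye, and 0 of 16 alternatives came within its spread, in a range of -3.6 to -1.83. Ftl1 in D3-LIF against D0 was at -3.50, where the paper has about 3.2 in Figure 2, read by eye, and 0 of 15 alternatives came within its spread, in a range of -5.4 to -2.46. Hspa8 in D4-LIF against D0 was at -1.53, where the paper has about -2.5 in Figure 2, read by eye, and 0 of 15 alternatives came within its spread, in a range of -1.94 to 1.09. Rpl8 in D3-LIF against D0 was at -3.49, where the paper has about -2.0 in Figure 2, read by eye, and 5 of 15 alternatives came within its spread (as deposited, with equal MAD, with quantile normalization, without D0 Cy3, without D3-LIF Cy3), in a range of -6.4 to -2.45. Rplp1 in D3-LIF against the pool was at -2.11, where the paper has about -3.8 in Figure 2, read by eye, and 0 of 11 alternatives came within its spread, in a range of -3.4 to -1.67. Sgce in D4-LIF against D3-LIF was at 1.18, where the paper has about 2.4 in Figure 2, read by eye, and 0 of 15 alternatives came within its spread, in a range of -1.09 to 1.52. Ssr2 in D4-LIF against D0 was at -1.81, where the paper has about -3.6 in Figure 2, read by eye, and 0 of 14 alternatives came within its spread, in a range of -2.58 to -1.21. Tkt in D3+LIF against D2+LIF was at -1.19, where the paper has about 3.2 in Figure 2, read by eye, and 0 of 15 alternatives came within its spread, in a range of -1.49 to 1.06. Tubb5 in D1-LIF against D0 was at -3.23, where the paper has about -6.1 in Figure 2, read by eye, and 3 of 15 alternatives came within its spread (with duplicate spots kept apart, with duplicate spots within 1 log2, with the clone of smallest p), in a range of -5.53 to -1.59. Tubb5 in D3+LIF against D1+LIF was at -1.32, where the paper has about 3.1 in Figure 2, read by eye, and 0 of 15 alternatives came within its spread, in a range of -1.93 to 1.02. Aurkb in D4+LIF against the pool was at 1.48, where the paper has about 2.9 in Figure 1, read by eye, a value that comes only from the fit that allows missing arrays.

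The clones at least 2-fold from the pool in every repeat numbered 49, where the paper has 128 ESTs that also passed SAM and a background filter in any comparison, and 1 of 5 alternatives came within 1.5 times, the mean of the duplicate spots at least 2-fold on both arrays, at 92, while the others lay between 51 and 1146.

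The paper calls every gene of its Figures 1 and 2, and some that did not pass here passed in other settings, with these log2 values: Atp5b in D3-LIF against D0 with array quality weights (-0.88), with duplicate spots kept apart (-1.13) and without D0 Cy5 (-1.06), Cox4i1 in D3+LIF against D0 with duplicate spots kept apart (-1.03) and without D0 Cy5 (-1.43), Ftl1 in D3-LIF against D0 with duplicate spots kept apart (-2.31), with duplicate spots within 1 log2 (-2.31) and with the clone of smallest p (-2.31), Ftl1 in D4-LIF against D0 with duplicate spots kept apart (-1.85), and Ssr2 in D4-LIF against D0 without D0 Cy5 (-1.37). Cox4i1 and Ftl1 are lower there, where the paper has them higher. With the Cy3 arrays turned, Cox4i1 in D3+LIF (0.49) and Ftl1 in D3-LIF (0.076) had the paper's sign, and Ftl1 in D4-LIF (-0.25) did not. The first 2 of these differences in sign therefore rest on the direction of the ratios.

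The paper has Hspa8, Ssr2, Eif4a1 and Rplp1 falling at the onset of differentiation. Its Figure 8 gives the direction of such changes by RT-PCR, so the arrays of D1-LIF are a different measurement. Against D0 in D1-LIF none of them passed, although Hspa8 was at -0.99, Ssr2 at -1.06, Eif4a1 at -1.48 and Rplp1 at -0.67, all in its direction, and Hsp90aa1, Rpl8 and Rps2 passed. With the Cy3 arrays turned, Hspa8 (0.37), Ssr2 (0.47), Eif4a1 (1.05) and Rplp1 (0.21) all lay against its direction, and none passed. The paper names Actb as changed, from comparisons of all stages with the pool and with each other. Against D0, Actb passed in 0 of 8 conditions here, while Gapdh passed in D1-LIF and D3-LIF. Against the pool Actb did not pass either, with its lowest adjusted p, 0.0560 by limma, in D1-LIF. Pairs of EB stages are not given for it here.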

Other observations

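Groups of other tissues were compared in D4-LIF and, second, in D4+LIF against D0, where all genes had medians of -0.17 and 0.17. Erythroid genes (6) had medians of -0.05 (camera adjusted p = 0.126) and 0.52 (camera adjusted p = 0.120), fibroblast genes (8) of -0.13 (camera adjusted p = 0.650) and 0.31 (camera adjusted p = 0.120) and neurectoderm genes (4) of -0.13 (camera adjusted p = 0.464) and 0.64 (camera adjusted p = 0.319), and 0 genes of these lists passed over all genes or over the list alone. In the trophoblast list, 2 genes were measured and 1 rose in D4+LIF when adjusted over the list alone, while the mesendoderm (2 genes) and cholesterol synthesis (1 gene) lists were too short to test, as was that of the trophoblast, and 1 gene of cholesterol synthesis fell in D4+LIF in the same way. Hypoxia genes (10) had medians of -0.62 (camera adjusted p = 0.105) and -0.75 (camera adjusted p = 0.0761) with 0 past the threshold, also over the list alone, and equal MAD turned the latter to 0.18. Targets of LIF and STAT3 (9) had -0.36 (camera adjusted p = 0.128) and -0.21 (camera adjusted p = 0.148), with 0 past the threshold and 1 and 1 lower over the list alone, p53 targets (6) -0.11 (camera adjusted p = 0.742) and 0.54 (camera adjusted p = 0.319) with 0 either way, and imprinted genes (15) -0.36 (camera adjusted p = 0.126) and -0.12 (camera adjusted p = 0.366), with 0 and 1 lower, and 1 and 1 over the list alone. As deposited the medians in D4-LIF turned to 0.35, 0.27 and 0.27 for the erythroid, fibroblast and neurectoderm genes and 0.29 for p53 targets, and those of LIF and STAT3 targets and imprinted genes to 0.037 and 0.038, in D4+LIF 0.34 and 0.44. Equal MAD turned erythroid genes in D4-LIF to 0.028 and LIF and STAT3 targets and imprinted genes in D4+LIF to 0.032 and 0.14, and quantile normalization erythroid genes in D4-LIF to 0.0090, and fibroblast and imprinted genes in D4+LIF to -0.073 and 0.040.

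Genes the study reports as changed by RT-PCR (16 measured) had medians of -0.81 (camera adjusted p = 3.5e-07) and -0.90 (camera adjusted p = 7.3e-07), with 0.262 and 0.255 as the adjusted p with an estimated correlation, 0 and 1 lower, and 9 and 10 lower over the list alone. Those it tested without such a result (36) had -0.92 (camera adjusted p = 4.8e-10) and -1.10 (camera adjusted p = 1.3e-13), with adjusted p = 0.262 and 0.255 with an estimated correlation, 0 and 8 lower, and 13 and 19 over the list alone. Both lists were chosen on these arrays. Without the Cy3 array of D0 the first had -0.44 and -0.52, and camera did not call the second in D4-LIF without its Cy5 array (adjusted p = 0.0644). Equal MAD turned the first in D4+LIF to 0.18. The control genes (3) had -0.84 (camera adjusted p = 0.105) and -1.15 (camera adjusted p = 0.0171), the adjusted p = 0.255 in D4+LIF with an estimated correlation, 0 past the threshold, and 0 and 2 lower over the list alone, and equal MAD turned them to 0.20 and 0.51, and quantile normalization the former to 0.052, and in D4+LIF camera did not call them without D0 Cy3 (-0.61, adjusted p = 0.0605) or D4+LIF Cy5 (0.118). The marker genes (5) had 0.02 (camera adjusted p = 0.920) and -0.14 (camera adjusted p = 0.366), turned by equal MAD to -0.067 and 0.032, by quantile normalization to -0.15 in D4-LIF and as deposited to 0.41 in D4+LIF, with 0 past the threshold and 1 and 1 lower over the list alone. Cell cycle genes (29) had 0 past the threshold, and 0 and 5 lower over the list alone.

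In the trend without LIF limma called 0 clones, with 480 at an unadjusted p under 0.05, in the F test 0, with 704, and between the media at Day 4 it called 0, with 1371. SAM was run on the last of these alone and called 0, and 461 on slide 2.

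In the trends camera called 8 lists lower than other genes without LIF and 8 with LIF, and none with an estimated correlation. Ribosomal protein genes had median log2 changes per day of -0.16 (camera adjusted p = 2.0e-29, 0.105 with an estimated correlation) and -0.23 (9.1e-35, 0.0654) and pluripotency genes of -0.100 (camera adjusted p = 0.000247, 0.250 with an estimated correlation) and -0.094 (0.00140, 0.259), the latter 0.017 as deposited. Translation factors had -0.057 (camera adjusted p = 0.0158, 0.607 with an estimated correlation) and -0.057 (0.00207, 0.506), which stood at 0.011 and 0.054 as deposited and, with LIF, at 0.024 with equal MAD and 0.013 with loess, and oxidative phosphorylation had -0.061 (camera adjusted p = 0.000750, 0.607 with an estimated correlation) and -0.054 (0.000568, 0.506), at 0.0074 and 0.057 as deposited. Chaperones had -0.11 (camera adjusted p = 0.00108, 0.607 with an estimated correlation) and -0.11 (2.0e-05, 0.259), with LIF 0.023 with equal MAD and 0.022 with loess. Genes the study reports as changed by RT-PCR had -0.16 (camera adjusted p = 1.7e-07, 0.250 with an estimated correlation) and -0.21 (4.5e-08, 0.217), with LIF 0.015 with equal MAD and 0.019 with loess, and those tested without such a result -0.18 (camera adjusted p = 5.6e-10, 0.250 with an estimated correlation) and -0.23 (1.6e-13, 0.217). Cell cycle genes were called without LIF alone, at -0.059 (camera adjusted p = 0.0298, 0.607 with an estimated correlation), 0.0086 as deposited, and control genes with LIF alone, at -0.23 (camera adjusted p = 0.0122, 0.259 with an estimated correlation).

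The calls in the trend without LIF were lost by pluripotency genes without D0 Cy5 (0.124), translation factors without D0 Cy3 (0.118) or D0 Cy5 (0.105) or D3-LIF Cy3 (0.0794) or D4-LIF Cy3 (0.0615), chaperones without D0 Cy5 (0.124) or D3-LIF Cy3 (0.0617), oxidative phosphorylation without D0 Cy5 (0.0556), cell cycle genes without D0 Cy3 (0.204) or D0 Cy5 (0.121) or D1-LIF Cy5 (0.0799) or D3-LIF Cy3 (0.0721) or D4-LIF Cy5 (0.0748) and the genes tested without a result without D0 Cy5 (0.0652), and in the trend with LIF by pluripotency genes without D4+LIF Cy5 (0.0792) and control genes without D4+LIF Cy5 (0.0876). Without D0 Cy3 the medians were -0.032 and -0.025 for oxidative phosphorylation, -0.032 and -0.022 for translation factors and, without LIF, -0.020 for cell cycle genes (-0.038 without D4-LIF Cy5), and without D0 Cy5 -0.11 and -0.10 for oxidative phosphorylation and -0.092 for translation factors without LIF (-0.087 with LIF without D4+LIF Cy5). Without D3-LIF Cy3 chaperones were at -0.072 and the genes tested without a result at -0.12.

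Under the turned sign camera called 0 lists in the trend without LIF and, with LIF, ribosomal protein genes at -0.012 (1.6e-08) and the genes tested without a result at -0.0033 (0.000293). In D4+LIF it then called the genes tested without a result at -0.15 (1.1e-05) and the marker genes at -0.13 (0.0492), while genes changed by RT-PCR, at 0.17 and 0.23, control genes, at -0.10 and -0.043, and the lists of the first paragraph here were called at neither Day 4.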
